# Extracellular matrix stiffness dictates Wnt expression through integrin pathway

**DOI:** 10.1038/srep20395

**Published:** 2016-02-08

**Authors:** Jing Du, Yan Zu, Jing Li, Shuyuan Du, Yipu Xu, Lang Zhang, Li Jiang, Zhao Wang, Shu Chien, Chun Yang

## Abstract

It is well established that extracellular matrix (ECM) stiffness plays a significant role in regulating the phenotypes and behaviors of many cell types. However, the mechanism underlying the sensing of mechanical cues and subsequent elasticity-triggered pathways remains largely unknown. We observed that stiff ECM significantly enhanced the expression level of several members of the Wnt/β-catenin pathway in both bone marrow mesenchymal stem cells and primary chondrocytes. The activation of β-catenin by stiff ECM is not dependent on Wnt signals but is elevated by the activation of integrin/ focal adhesion kinase (FAK) pathway. The accumulated β-catenin then bound to the wnt1 promoter region to up-regulate the gene transcription, thus constituting a positive feedback of the Wnt/β-catenin pathway. With the amplifying effect of positive feedback, this integrin-activated β-catenin/Wnt pathway plays significant roles in mediating the enhancement of Wnt signal on stiff ECM and contributes to the regulation of mesenchymal stem cell differentiation and primary chondrocyte phenotype maintenance. The present integrin-regulated Wnt1 expression and signaling contributes to the understanding of the molecular mechanisms underlying the regulation of cell behaviors by ECM elasticity.

It has become increasingly apparent that each tissue has a characteristic ‘stiffness phenotype’. All cells in tissues and organs are exposed to ECM stiffness and specifically tuned to the stiffness of the particular tissue in which it resides^1^,^2^. ECM stiffness, being a mechanical property, exerts its effects on a variety of cell behaviors such as proliferation, differentiation, apoptosis, organization, and migration^3^,^4^,^5^,^6^,^7^,^8^. The mechanical cues of ECM stiffness sensed by the cell are propagated, amplified, and transduced into signaling cascades to lead to transient or sustained cellular responses. Previous reports have demonstrated that ECM stiffness regulates cells function via its impact on the contraction force in actomyosin fibers, the subcellular allocation of integrin, and the PI3K pathways^9^,^10^,^11^. Despite these findings, how ECM stiffness forges significant effect on different types of cells remains unsolved. In particular, the mechanisms of stiffness sensing and the downstream signal transduction involved in the ensuing gene regulation are yet to be clarified.

Recent reports have shown that Wnt signaling is responsive to matrix rigidity^12^. Our microarray screening results revealed a significant promotion of canonical Wnt/β-catenin pathway by the stiffer ECM, which was confirmed by Western blotting. The Wnt/β- catenin pathway is a rather ubiquitous mechanism in controlling diverse cell functions and behaviors including cell adhesion, migration, differentiation, and proliferation, and these cellular behaviors respond significantly to ECM stiffness^13^. We thus aimed to explore the mechanism of regulation of Wnt expression and its role in cellular stiffness sensing. Our results showed that the promotion of canonical Wnt/β-catenin pathway by stiff ECM was not dependent on Wnt *per se*, but caused by the accumulation of β-catenin induced by the activation of integrin/ focal adhesion kinase (FAK) pathway. β-catenin in turn activated the expression of Wnt1 by binding to the promoter region of *wnt1* gene and promotes the gene transcription. The integrin-activated β-catenin/Wnt pathway connects with canonical Wnt/β-catenin pathway to form a positive feedback loop, which is crucial to the promotion of Wnt signal by stiff ECM and the regulation of mesenchymal stem cells differentiation and primary chondrocytes phenotype maintenance.

## Results

### Effects of ECM Stiffness on Wnt and β-catenin

Cultured chondrocytes for implantation or engineered cartilage on scaffolds are potential therapies to the articular cartilage repair. Previous findings indicated that chondrocytes cultured *in vitro* are sensitive to the elasticity of the substrate coated by type I collagen (ColI), a widely used ECM mimic in the study of the effect of substrate stiffness on many cell types^14^,^15^. This suggests that the substrate elasticity is crucial in engineered cartilage, and arose a question on the underlying mechanism of chondrocytes sensing elasticity.

*In vivo* chondrocytes were embedded in pericellular matrix (PCM) of which the mechanical property is crucial in the environment of the chondrocyte^16^. The Young’s modulus of the enzyme-isolated PCM (1–2 kPa) was 1–2 orders of magnitude lower than that of the cartilage ECM^17^. Thus, we cultured the chondrocytes on ColI-coated soft (0.5–1 kPa) and/or stiff (100 kPa) substrate to explore the elastic sensing pathway of chondrocytes.

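Chondrocyte RNA was measured on single-colour mouse arrays in 9 samples, 3 from the soft ECM, 3 from the stiff ECM and 3 labelled normal. The substrate of the normal samples is not given in the sources used here, and the article does not report on them. The sample labels give 24 h on the gels, the legend of Fig. 1 gives 48 h. The median probe intensity was 137, 142 and 150 on the soft ECM, 166, 171 and 175 on the stiff ECM, and 123.98, 153 and 179.4 in the normal samples. Olfactory receptor genes, which belong to nasal sensory neurons, served as a gauge of silent genes. Their median intensity was 37.7 to 42.2 on the soft ECM, 53.5 to 57.4 on the stiff ECM and 27.9 to 48.6 in the normal samples. Log2 intensities of the 24942 probes above 0 in every sample were tested with limma, and p-values were adjusted by Benjamini-Hochberg. The median log2 fold change of all tested probes, stiff minus soft, was 0.18 as the values stand. It was 0.00 after quantile normalization, -0.06 after median centring and 0.01 after loess normalization (chosen after seeing the values), so changes of single genes are to be read against it. Nothing in the sources states that the 3 samples of a group came from separate cultures or animals, so the p-values measure a spread between samples that may be technical.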

Microarray analyses demonstrated that genes were significantly regulated by the substrate stiffness (Supplementary table 1). Among these genes, several members of Wnt family, such as *wnt1, wnt3a* and canonical Wnt/β-catenin pathway target genes, were up-regulated by the stiff ECM in comparison with the soft ECM, at both mRNA (Fig. 1a) and protein levels (Fig. 1b–d). 

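Of 27 skeletal muscle genes, 7 were lower and 0 higher on the stiff ECM (18 lower when adjusted over the list alone, and 0 by limma without stiff replicate 2). At any p, 22 of the 27 lay lower and 5 higher. The count of lower skeletal muscle genes was 15 after quantile or loess normalization, 19 after median centring, 13 in the upper 50% of probes by intensity, 12 above the olfactory receptors, 12 with 2 groups only, 17 with sample weights, 4 with no intensity trend and 2 by the methods' t-test. The list was lower in camera, the list test of limma (adjusted p = 3.4e-20, adjusted p = 0.656 with an estimated correlation). Outside this list, Csrp3, a gene of Supplementary table 1 which encodes a muscle LIM protein, fell by 1.24 on the log2 scale (SE 0.11). Its mean intensity was 5927 (SD 192, n = 3) on the soft ECM and 2519 (SD 269, n = 3) on the stiff ECM (limma adjusted p = 0.0034, and 0.06 without stiff replicate 2, in a range of 1.9e-04 to 0.06). Tcap and Ankrd2, which encode sarcomere proteins and are not in the list either, fell by 1.23 and 1.18 on the log2 scale (SE 0.14 each, adjusted p = 0.012 each). They and Csrp3 are named as among the largest falls. Within the list, the myoglobin gene Mb and the slow troponin gene Tnni1 had log2 fold changes of -0.80 and -0.75 and passed. Among 15 YAP/TAZ targets 3 were higher: Crim1, which encodes a BMP-binding membrane protein (0.87, SE 0.12), the LIM scaffold gene Ajuba (0.66, SE 0.12) and the matricellular gene Ccn1 (0.52, SE 0.10, adjusted p = 0.038, and 0.06 after loess normalization in a range of 0.0034 to 0.36). Adjusted over that list alone, 4 were higher and 1 lower. After loess normalization 2 were higher and 1 lower, Ankrd1, for a nuclear ankyrin repeat protein. The list was not called in camera (adjusted p = 0.214), but was after loess normalization (higher, 0.0405), and adjusted p = 0.929 with an estimated correlation. Its median ranked at percentile 99.85 among random gene lists matched on intensity, which take genes as independent. Src, which encodes a kinase of focal adhesions, was the only one of 17 focal adhesion genes to pass (0.52, SE 0.10, adjusted p = 0.032).

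**Figure D1:**
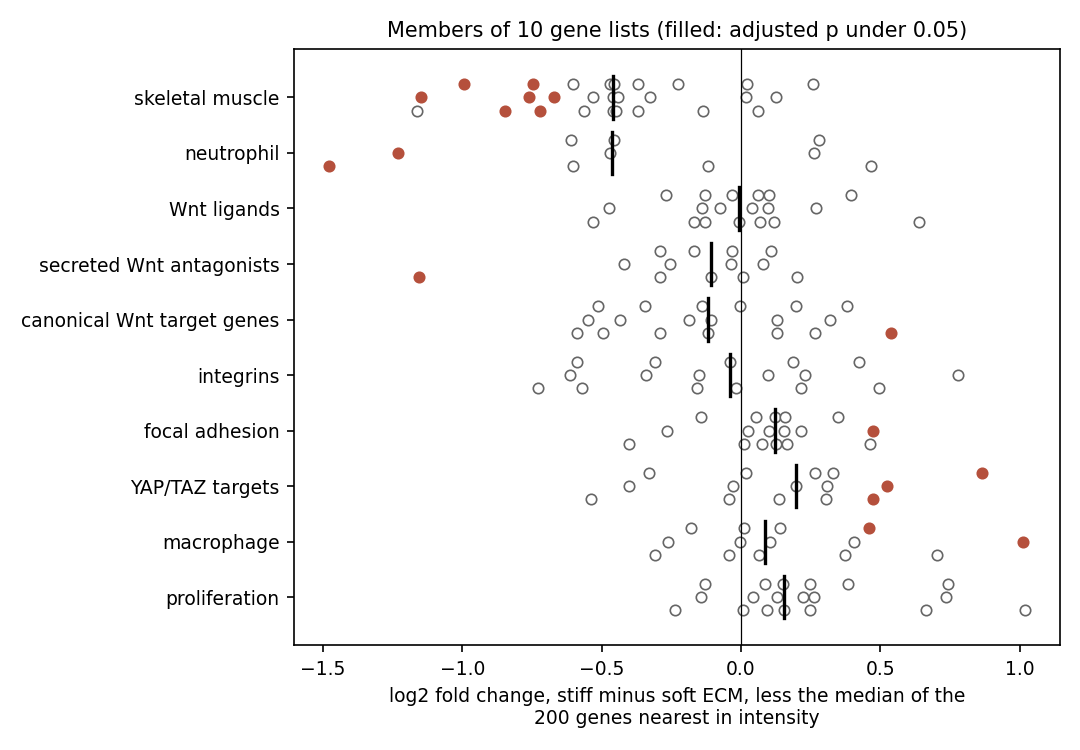
Members of 10 gene lists, drawn as 1 point per gene at its log2 fold change between stiff and soft ECM, less the median of the 200 probes nearest in intensity (called genes on the axis). Filled points have an adjusted p under 0.05 and black lines mark list medians. Most skeletal muscle genes lie to the left of 0, and 7 of them are filled, while the Wnt ligand genes lie around 0.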

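Other cell types and pathways showed single genes that passed. The macrophage genes Lyz1, for lysozyme, and Itgam, for an integrin chain, rose by 1.04 (SE 0.18) and 0.65 (SE 0.12) on the log2 scale, 2 of 14 in that list (3 over the list alone). Of 10 neutrophil genes 2 were lower (over the list alone 1 higher and 2 lower). Camp, for a granule protein, fell by 1.10 (SE 0.19), and the size of the fall of S100a9, for a calcium-binding protein, is not known, as its mean of 21.9 on the stiff ECM lay below the olfactory receptor medians there. Prg4, for the joint lubricant lubricin, fell by 1.01 (SE 0.16, adjusted p = 0.017), 1 of 23 chondrocyte matrix and Sox genes. Over that list alone 2 were higher and 2 lower. Tgfbi, for a matrix protein, fell by 0.56 (SE 0.10), 1 of 16 BMP and TGF-beta response genes (1 higher and 1 lower over the list alone). Pdk1, for a kinase of glucose metabolism, rose by 0.76 (SE 0.11), 1 of 13 hypoxia and glycolysis genes (3 over the list alone), and Lss, for a sterol synthase, rose by 0.74 (SE 0.13), 1 of 11 cholesterol synthesis genes (1 over the list alone). No proliferation gene passed limma out of 19 (8 at unadjusted p under 0.05, 6 higher over the list alone, 3 without normal replicate 1 and 1 without normal replicate 3). By the methods' t-test 0 passed after adjustment, with 4 at unadjusted p under 0.05. In camera the proliferation list was not called (adjusted p = 0.0589, adjusted p = 0.929 with an estimated correlation). It was called as higher after quantile (0.00766) and loess normalization (0.0151), above the olfactory receptors (0.0496), and without soft replicate 2 (0.0217) or stiff replicate 3 (0.0452). Camera called 4 of 30 lists. Besides skeletal muscle they were oxidative phosphorylation (lower, adjusted p = 2.8e-14, adjusted p = 0.929 with an estimated correlation), olfactory receptors (higher, 1.1e-07, adjusted p = 0.929 with an estimated correlation) and unfolded protein and amino acid stress (lower, 0.024, adjusted p = 0.929 with an estimated correlation). The call of unfolded protein and amino acid stress also ended after quantile normalization (0.248), median centring (0.0996) and loess normalization (0.285), in the upper 50% of probes by intensity (0.269), above the olfactory receptors (0.27), and without soft replicate 2 (0.33) or stiff replicate 1 (0.0804). Of 64 oxidative phosphorylation genes 2 were lower (4 over the list alone, 8 after quantile normalization, 22 after median centring and 4 after loess normalization), and of 445 olfactory receptors 9 were higher (28 over the list alone). Of 12 unfolded protein genes 0 passed limma (6 at unadjusted p under 0.05, 2 higher and 2 lower over the list alone). By the methods' t-test 0 of them passed after adjustment, with 5 at unadjusted p under 0.05. The skeletal muscle and Wnt ligand lists were written with Supplementary table 1 already seen.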

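In total 441 probes passed an adjusted p under 0.05, 337 higher and 104 lower on the stiff ECM. Without adjustment, 5392 of the 24942 tested probes had p under 0.05 in limma and 6857 by the methods' t-test. Counts of list members at unadjusted p are to be read against these shares. The split was 469 and 700 after quantile normalization, 206 and 1274 after median centring, and 421 and 565 after loess normalization. By the values as they stand, the 10 largest rises were Zfp157, Gm5099, Apoh, Nyap2, Rubcnl, 4931428L18Rik, Hs3st2, Il22ra2, Neurod1 and Olfr574. All were dim, brighter than only 21.1 to 35.5% of the olfactory receptor probes, so the size and rank of these rises are not known. The zinc finger gene Zfp157 had 2.98 (SD 1.67) on the soft and 50.2 (SD 2.76) on the stiff ECM. The 10 largest falls were Chodl, C1qtnf7, Tnfrsf13c, Cbln1, Msmp, Csrp3, Tcap, Ankrd2, S100a9 and Erv3, of which Tnfrsf13c and S100a9 were dim as well (brighter than 44% and 46.8% of the olfactory receptor probes). Chodl, which encodes a lectin-like membrane protein, fell by 1.59 (SE 0.28, adjusted p = 0.026). Of the 105 genes in Supplementary table 1, 100 had a tested probe. Of these, 98 differed in the direction of the table (97 after quantile, median centring or loess normalization), and 49 passed (23 with no intensity trend, 77 with 2 groups only, 91 with sample weights and 8 by the methods' t-test). Of the 49 that passed, 48 ran in the direction of the table, while Tm2d3 was higher where the table has it lower. The table was chosen on these same samples, so its directions are not independent evidence. The number of probes that passed was 68, 104 and 62 without soft replicates 1, 2 and 3, 117, 0 and 90 without stiff replicates 1, 2 and 3, and 2377, 174 and 807 without normal replicates 1, 2 and 3. Without stiff replicate 2 limma called no probe, with 3255 at unadjusted p under 0.05. In the same order the count of 49 table genes became 15, 21, 15, 22, 0, 17, 79, 32 and 62, and the 7 skeletal muscle genes became 3, 5, 3, 6, 0, 4, 14, 5 and 10. The 3 YAP/TAZ targets became 1, 1, 1, 1, 0, 1, 3, 2 and 3. The 9 olfactory receptors became 1, 0, 0, 0, 0, 0, 109, 0 and 24. Of the 43 genes taken by the naming rule that passed, 11, 15, 12, 15, 0, 14, 43, 26 and 43 still did, in the same order.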

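Vegfa, which encodes a vascular growth factor and stands among the targets in Fig. 1a, was higher on the stiff ECM by 0.49 on the log2 scale (SE 0.10, limma adjusted p = 0.038, n = 3 per group). Wif1, which encodes a secreted inhibitor of Wnt ligands, fell by 0.88 (SE 0.15, adjusted p = 0.024). The ligand genes Wnt1 and Wnt3a had log2 fold changes of 0.29 (SE 0.18, adjusted p = 0.34) and 0.35 (SE 0.25, adjusted p = 0.43) and did not pass. The target genes Axin2, for a scaffold of the β-catenin destruction complex, and Cd44, for a hyaluronan receptor, had 0.53 (SE 0.15, adjusted p = 0.086) and 0.37 (SE 0.12, adjusted p = 0.12) and did not pass either. Of 19 Wnt ligand genes 16 lay higher and 3 lower at any p, with a median log2 fold change of 0.25 that became -0.02 after loess normalization. None of them passed limma (2 at unadjusted p under 0.05). By the methods' t-test 5 had an unadjusted p under 0.05 and 0 passed after adjustment. The paper's array methods instead name an error-weighted model with no adjustment stated. Adjusted over the list alone, Wnt2b passed limma as higher and Wnt5a as lower. Of 19 canonical target genes 10 lay higher and 9 lower at any p (3 and 3 at unadjusted p under 0.05), and 1 passed, Vegfa, with Axin2 as well over the list alone. The canonical Wnt target genes that passed were 1 higher and 2 lower after quantile or loess normalization and 0 higher and 4 lower after median centring. The 2 lower after loess normalization were Tnfrsf19 and Nkd1, for a receptor and a Wnt inhibitor (log2 fold change there -0.56 and -0.46). Of 13 secreted antagonists 1 passed, Wif1. No gene passed limma among 14 Wnt receptors (0 at unadjusted p under 0.05) or 15 genes of the β-catenin destruction and transcription complex (3 at unadjusted p under 0.05, 1 higher over the list alone). Leaving out 1 sample gave 0 to 2 higher genes in that complex. In the methods' t-test none passed after adjustment, with 1 receptor gene and 5 genes of the complex at unadjusted p under 0.05. Leaving out 1 sample ended the call of Vegfa without normal replicate 2 (adjusted p = 0.067), soft replicates 1 (0.11) and 3 (0.11) and stiff replicates 1, 2 and 3 (0.079, 0.19 and 0.068). It ended that of Wif1 without soft replicates 1, 2 and 3 (0.075, 0.051 and 0.096) or stiff replicates 1, 2 and 3 (0.068, 0.13 and 0.07). Median centring ended the call of Vegfa as well (0.31, the highest from 0.003), as did a fit with no intensity trend (0.091) and the methods' t-test (0.09), which also ended that of Wif1 (0.057 in a range of 0.0016 to 0.13). From the array values and the blots of Fig. 1b-d the paper concludes that Wnt ligands and canonical targets are raised by the stiff ECM, and from the blots of GSK3β and β-catenin and the staining of β-catenin that follow it proposes that the Wnt/β-catenin pathway is activated there.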

By binding to the cognate Frizzled receptors, Wnt proteins transduce their signals through dishevelled proteins to inhibit glycogen synthase kinase 3β (GSK3β), leading to the accumulation of cytosolic β-catenin^13^,^18^,^19^. The stiff ECM led to an increase in GSK3β phosphorylation on Ser9 (Fig. 1e), a reduction of β-catenin phosphorylation, and a rise in both total β-catenin and nuclear β-catenin (Fig. 1f,g). An *in situ* fluorescence staining of total and activated β-catenin showed that the stiff ECM led to a high fluorescence intensity of total β-catenin and an increase of activated β-catenin in nucleus when compared to the soft ECM (Fig. 1h,i). These findings suggest that stiff ECM activates the Wnt and β-catenin pathways.

To test whether the effect of ECM stiffness on Wnt/β-catenin pathway is a unique phenomenon caused by ColI or a general mechanism, we employed other substrate proteins, including type II collagen (ColII) and matrigel, two frequently used ECM mimics in engineered cartilage, to modify the PAAM gel. The stiffness of the ColII or matrigel-coated substrates also up-regulated the levels of Wnt1 and β-catenin in chondrocytes, as ColI (Fig. 1j,k). These results suggest that the effect of substrate stiffness on chondrocytes is demonstrable with many frequently used ECM factors. In the following study, the ColI-coated PAAM system was used for its wide usage in exploring the mechanism by which cells sense and tune to ECM stiffness.

### The Effect of ECM Stiffness on β-catenin is in Upstream of Wnt Signals

To evaluate the effect of Wnt signals on cells cultured on substrate with different stiffness, we assayed the β-catenin protein level of the cells treated with WIF-1, sFRP1, or Wnt1. Neither inhibition (with WIF-1 and sFRP1)^20^ nor induction (with Wnt1) of Wnt signals significantly altered the differences in the levels of Wnt1, β-catenin, and phosphorylated GSK3β between the stiff and the soft ECMs (Fig. 2a–f), suggesting that ECM stiffness-induced β-catenin accumulation is Wnt independent. However, the increase of Wnt1 expression on the stiff ECM was blocked by cardamonin^21^,^22^, a Wnt-independent inhibitor of β-catenin (Fig. 2g,h). A more specific inhibition by β-catenin siRNA significantly down-regulated the Wnt1 expression and diminished the difference of Wnt1 levels in cells on soft and stiff substrate. (Fig. 2i,j). LiCl, a β-catenin activator, significantly induced Wnt1 mRNA (Fig. 2k) and protein expressions (Fig. 2l) in cells cultured on the soft ECM, and diminished the difference in Wnt1 expression between stiff and soft ECMs (Fig. 2l). These results suggest that the increase of Wnt1 expression on stiff substrate is mediated by β-catenin, which may be the upstream of Wnt1.

### Binding of β-catenin to Wnt1 Promoter Region as a Novel Transcriptional Mechanism of Wnt1

Bioinformatics study predicted a β-catenin /TCF-responsive element (TRE) in the mouse *wnt1* gene promoter region (Fig. 3a). LiCl treatment significantly induced the transcriptional activity of the putative TRE-containing luciferase reporter (pWNT) in MC3T3, but not the TRE-deleted mutant construct (pWNTm) (Fig. 3b,c). Chromatin immunoprecipitation (ChIP) results indicated that upon activation by LiCl, β-catenin in primary chondrocytes is bound to the *wnt1* promoter sequence flanking the putative TRE (Fig. 3d). Quantitative ChIP assay also indicated a significant enhancement of the binding of β-catenin to the *wnt1* promoter region on the stiff ECM (Fig. 3e). These results, together with the β-catenin and Wnt inhibition results, provide a novel transcriptional mechanism of Wnt1 protein.

### Role of Integrin in the Activation of β-catenin and Wnt on Stiff ECM

We then proceeded to investigate the molecular mechanism by which stiff ECM triggers the Wnt-independent activation of β-catenin.

In light of the promoting effects of stiff ECM on cell membrane integrin activity^23^ and the regulation of β-catenin accumulation by integrin signals^24^, we investigated the involvement of integrin and its downstream signals in the activation of β-catenin/Wnt pathway on the stiff ECM. Considering that α1β1 and α10β1 were collagen-binding integrins, we used α1β1 and α10β1 siRNA, respectively, to study the role of integrins in the regulation of Wnt signaling^25^. The inhibition of β1 integrin by a functional blocking antibody (clone HMβ1-1) significantly diminished the influence of ECM stiffness on the levels of phosphorylated GSK3β, β-catenin and Wnt1 (Fig. 4a–c). A more specific knockdown of β1 integrin by siRNA not only down regulated but also wiped off the effect of ECM stiffness on the levels of β-catenin and Wnt1 (Fig. 4e,f). The interference of α1 and α10 integrins also down regulated the levels of β-catenin (Fig. 4g,h). These results suggested a crucial role of integrins in activating the β-catenin pathway and the ensuing Wnt expression on stiff ECM.

As an important downstream element of integrin signals, FAK/Akt pathway is well documented as a regulator of GSK3β. Τhe stiff ECM significantly induced the phosphorylation levels of both FAK (Fig. 5a) and Akt (Fig. 5b). The inhibition of β1 integrin significantly diminished the influence of ECM stiffness on the level of FAK phosphorylation (Fig. 4d). Inhibition of FAK by a specific inhibitor PF573228 also significantly reduced Akt phosphorylation (Fig. 5c), β-catenin accumulation (Fig. 5d) and Wnt1 expression (Fig. 5e). Knocking down FAK by siRNA wiped off the effects of ECM stiffness on β-catenin accumulation (Fig. 5f) and Wnt1 expression (Fig. 5g). Inhibition of Akt activity by its inhibitor Akti-1/2 reduced, though did not totally block the differences in the levels of β-catenin and Wnt1 between the stiff and the soft ECMs (supplementary Fig. 1a,b). In addition, integrin linked kinase (ILK), PKC, as well as YAP/TAZ represent additional targets for integrin signaling^26^,^27^. These proteins also regulate GSK3β phosphorylation, and influence the subsequent β-catenin signaling pathways^28^. We thus assayed β-catenin level and GSK-3β phosphorylation of the cells treated with PMA (the activator of PKC), and the siRNAs of ILK and YAP /TAZ. We found that PMA up-regulated the accumulation of β-catenin and phosphorylate GSK-3β on stiff substrate, but had no significant influence on soft substrate (supplementary Fig. 1c). ILK siRNA treatment down-regulated β-catenin levels and GSK-3β phosphorylation on both stiff and soft substrates, but failed to eliminate the stiffness-induced differences of these two proteins (supplementary Fig. 1d). The interference of YAP/TAZ also down-regulated β-catenin levels and GSK-3β phosphorylation on both stiff and soft substrates, and diminished the stiffness-induced differences of GSK-3β phosphorylation (supplementary Fig. 1e). However, knocking down YAP/TAZ could not eliminate the difference of β-catenin accumulation induced by substrate stiffness (supplementary Fig. 1e). These results suggest that in chondrocytes, PKC, ILK, YAP/TAZ have no significant contribution to the difference of β-catenin signaling induced by substrate stiffness.

Finally, BIO, an inhibitor of GSK3β, significantly diminished the influence of ECM stiffness on Wnt1 expression, as well as β-catenin accumulation (Fig. 5h). These results indicate that the β-catenin/Wnt pathway is activated by stiff ECM via inhibition of GSK3β by integrin-dependent downstream signals.

### Effect of the integrin-activated β-catenin/Wnt pathway on the functional responses of primary chondrocytes and BMMSCs to ECM stiffness

We then explored the effect of the integrin-activated β-catenin/Wnt pathway on the functional responses of primary chondrocytes and bone marrow mesenchymal stem cells (BMMSCs) to ECM stiffness. Chondrocytes, which are surrounded by soft (1–2 kPa) pericelluar matrix ECM, demonstrate compliance-dependent behavior^15^,^29^. Stiff ECM is known to induce a significant de-differentiation of monolayer cultured chondrocytes with decreases of Sox9 and Aggrecan and an increase of ColI expression. β-catenin inhibitor cardamonin blocked the de-differentiation of chondrocytes on the stiff ECM (Fig. 6a–c), while Wnt1 and Wnt3a inhibited the phenotype maintenance on the soft ECM through down-regulating Aggrecan and ColII expressions (Fig. 6d,e, supplementary Figure. 2a–c). These data suggest an important role of the β-catenin/Wnt pathway in the phenotype maintenance of chondrocytes by ECM stiffness.

It is well recognized that changing ECM stiffness has profound impact on the linage specification of stem cells^30^. A stiff ECM microenvironment drives BMMSCs to undergo osteogenic lineage specification, while a soft ECM favors neural lineage commitment^7^. In BMMSCs, the levels of β-catenin and Wnt1 were promoted by the stiff ECM (Fig. 7a). Furthermore, the inhibition of β-catenin significantly repressed osteogenic differential markers (Runx2 and ColI) (Fig. 7b,d), while inducing neural linage markers (MAP2 and NFL) on the stiff ECM (Fig. 7c,e). These results indicate that the β-catenin/Wnt pathway triggered by ECM stiffness has a crucial effect on the mechanical sensing by BMMSCs.

The present work demonstrates that the integrin/FAK-activated β-catenin/Wnt pathway plays crucial roles in the mechanical sensing processes of chondrocytes and stem cells. We have previously shown that ECM stiffness modulates stem cell linage commitment through a BMP-dependent pathway, which is known to crosstalk with Wnt signals^31^, and BMP2 is reported to be transcriptionally activated by β-catenin. In the present work, we also found an up-regulation of BMP2 (Fig. 7f) in BMMSCs on the stiff ECM, suggesting that crosstalking between BMP and Wnt pathways may contribute to the linage commitment of stem cells on ECMs of different stiffness.

## Discussion

Wnt proteins are a large family of 19 secreted glycoproteins that trigger multiple signaling cascades essential for embryonic development and tissue regeneration^32^. Microarray analyses demonstrated that *wnt1, wnt2b, wnt3a, wnt6* were significantly regulated by the substrate stiffness. 

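Wnt2b, a ligand gene, had a log2 fold change of 0.65 between stiff and soft ECM (SE 0.15, limma adjusted p = 0.052, n = 3 per group). Its adjusted p was 0.023 without normal replicate 1 and 0.04 without normal replicate 3, in a range of 0.0028 to 0.23. Wnt6, another ligand gene, had 0.39 (SE 0.21, adjusted p = 0.30). Wnt5a, a ligand that mostly signals without β-catenin, lay lower on the stiff ECM (-0.52, SE 0.14, adjusted p = 0.086, and 0.02 after loess normalization in a range of 0.0061 to 0.27). Relative to the 200 probes nearest in intensity, Wnt1 lay 0.12 higher, Wnt2b 0.40, Wnt3a 0.07 and Wnt6 0.10, and Wnt5a lay at -0.53. In each of Wnt1, Wnt2b, Wnt3a and Wnt6 the 3 stiff samples lay above the 3 soft samples. Chance gives a separation in either direction in 10% of cases, but only where the groups have no general shift. Here the median log2 fold change of all tested probes was 0.18. The paper also reports these genes as changed in the same samples, so their separation is not independent evidence. Wnt3a and Wnt6 were brighter than 63.2% and 62.3% of the olfactory receptor probes, Wnt2b than 80.8% and Wnt1 than 95.2%.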

Previous study demonstrated that Wnt1, Wnt2b and Wnt3a can regulate chondrocyte differentiation and maturation through the canonical β-catenin pathway, while Wnt6 mediated chondrocyte differentiation through Wnt/Ca^2+^ signaling^33^. Being rather ubiquitous in different cell types, the canonical Wnt/β-catenin pathway plays an important role in cell adhesion, migration, differentiation, and proliferation^13^,^34^,^35^. Here, we showed that the Wnt/β-catenin pathway regulates the responses of cell functions to ECM stiffness, at least in two cell types (chondrocytes and mesenchymal stem cells).

There is substantial knowledge on the signaling cascade downstream to Wnt stimulation; however, the control of production of Wnt proteins has remained an essentially uncharted territory^36^,^37^. By investigating the mechanotransduction pathways of cells sensing ECM elasticity, we found that both the pharmacological and genetic perturbation to β-catenin significantly down regulated the Wnt1 expression. Luciferase activity assays and chromatin immunoprecipitation results indicated a novel *wnt1* transcriptional mechanism, in which β-catenin regulates *wnt1* expression via binding to the promoter region. These results suggest that the canonical Wnt/β-catenin pathway contribute to stiff ECM inducing β-catenin accumulation, thus synergizing with the β-catenin-induced transcription of *wnt1* and form a positive feedback loop.

β-catenin/Wnt has been found to be an auto-regulated pathway at many other levels. The expressions of Wnt canonical receptors, LRP and Frizzleds have been reported to be controlled by β-catenin/TCF complex and contribute to the positive feedback loop of β-catenin/Wnt pathway^34^. There also exist negative feedback loops, which are essential in the maintenance of the stable levels of Wnt signals. Axin2 and Dkk4 have been identified as Wnt target genes, and they constitute negative feedback loops via negatively regulating Wnt pathway^13^,^35^. By demonstrating a new positive feedback loop, the present work contributes to the knowledge of Wnt regulating loops.

The integrin family is composed of 24 αβ heterodimeric members that involved in processes of cell-cell and cell-extracellular matrix adhesion and signal transduction. Integrin triggers a cascade of signaling pathways, including FAK, integrin-linked kinase, PKC, and YAP/TAZ phosphorylation, which are closely associated with osteogenic cell differentiation, bone formation and repair. The key integrin ligands in osteoblastic or osteocytic cells include αvβ1, αvβ3, α2β1, α4β1, α5β1. Articular chondrocytes were found to predominately express α1β1, α3β1, α5β1, and α10β1 integrins both *in vitro* and *in situ*. Considering that α1β1 and α10β1 were collagen-binding integrins, we used α1β1 and α10β1 siRNA, respectively, to study the role of integrins in the regulation of wnt signaling. Our results showed that integrin is activated on stiff ECM to phosphorylate downstream elements, leading to GSK3β-phosphorylation. As a result, β-catenin is prevented from degradation and translocates into the nucleus to bind with the *wnt1*-promoter to start the β-catenin/Wnt1 feedback. By enhancing or amplifying Wnt signals, the positive feedback loop initiated by integrin/FAK in response to stiff ECM may provide a key process for the activation of the β-catenin/Wnt pathway.

The downstream regulatory pathways of integrin may branch off at many steps. For instance, we observed that the inhibition of Akt only partially block the effect of ECM stiffness on β-catenin pathway. The up-regulation of ERK on stiff ECM and the co-inhibiting effect of ERK and Akt suggest co-regulatory effects of them on the integrin-initiated β-catenin/Wnt feedback on stiff ECM. However, the blocking experiments on integrin-linked kinase, PKC, and YAP/TAZ showed that these elements have no significant impact on the stiffness-induced difference of β-catenin signaling.

Taken together, mechanical stimuli and Wnt signals play significant roles in development, adult tissue homeostasis, and diseases^4^,^13^,^34^,^38^. The present pathway helps to shed light on understanding the regulatory effect of mechanical stimuli in these processes, and may provide therapeutic targets for related diseases and tissue engineering.

## Methods

### Cell Culture

Primary mouse knee chondrocytes were isolated and cultured from one-day-old Kunming mice. In brief, the articular cartilage was isolated and chondrocytes were extracted by collagenase digestion. After configuring the chondrocytes were plated in monolayer culture in DMEM high glucose supplemented with 10% FBS, 1% glutamine, 1% penicillin-streptomycin at 37 °C in 5% CO_2_. Primary BMMSC culturing was performed according to Tang *et al.*^39^, with slight modifications. One-month-old Sprague Dawley rats were sacrificed and sterilized by immersion in 75% ethanol/water for 5–10 min. Bone marrow was obtained from femurs and tibias. BMMSCs were extruded, isolated by Percoll density gradient centrifugation (1.073 g/L), and cultured in DMEM-F12 medium with the addition of 10% FBS, 2 mmol/L L-glutamine and 1% penicillin-streptomycin at 37 °C and 5% CO_2_.

MC3T3-E1 osteoblastic cells were bought from the Cell Center in School of Basic Medicine of Peking Union Medical College and cultured in DMEM medium with the addition of 10% FBS, 2 mmol/L L-glutamine and 1% penicillin-streptomycin, at 37 °C and 5% CO_2_.

All animal experiments were approved by the guidelines of the Animal Care and Experimentation Committee of Tsinghua University, China and in accordance with the approved guidelines of Tsinghua University.

### Substrate Preparation

Polyacrylamide gels with variable Young’s moduli were prepared according to a previously established protocol by Engler *et al.*^40^. Briefly, acrylamide and bis-acrylamide mixture with indicated concentrations was allowed to polymerize on a glass slide, and the gel was then covered by sulfosuccinimidyl-6-[4′-azido-2′-nitrophenylamino] hexanoate (Sulfo-SANPAH; Pierce). After exposure to UV light for 10 min twice, the polyacrylamide sheet was washed twice and incubated with a solution of type I collagen (0.2 mg/ml; Gibco BRL, Gaithersburg, MD), type II collagen (0.01 mg/ml; Sigma-Aldrich, St. Louis, MO, USA), or matrigel (1:100; BD Biosciences, San Jose, CA, USA) overnight at 4 °C. The elasticity moduli of the soft and the stiff gels were 500 Pa and 10^5^ Pa, respectively.

### Microarray analyses

Microarray analyses were performed using commercial Mouse cDNA Microarray slides (Phalanx Biotech Group; Hsinchu, Taiwan) according to the manufacturer’s instructions. Briefly, cells were collected and total mRNA was isolated with Trizol (Invitrogen, Carlsbad, CA, USA). The concentration, purity, and integrity (RIN) of the RNA extract were determined by spectrophotometry (Nanodrop 1000) and the Agilent RNA 6000 Nano assay, respectively. aaRNAs were amplified using Amino Allyl MessageAmp™ II aRNA Amplification Kit (Ambion #AM1753, CA, USA) from 1 μg total RNA and directed labeled by NHS-CyDye (Cy5, Amershan) to uridine (aa-dUTP). The pre-hybridization of MOA v2 arrays were rehydrated by 100% ethanol following with deionized water. After the pre-hybridization, Cy5-labeled aaRNA was hybridize on MOA v2 in duplication (two arrays for each sample) at 50 °C for 16 hours in the presence of the Phalanx OneArray hybridization buffer. The arrays were scanned by Axon 4000B scanner (635 nm Power100, PMT 500; 532 nm Power10, PMT 460), and the fluoresence intensity was quantified. The data processing was carried out by Rosetta Resolver^®^ System (Rosetta Biosoftware, USA). We filtered the spots in which flag = −50 within all arrays and control probes. Probes passed filter were normalized by median scaling to remove systemic effect, then combine the duplicate data by averaging their intensity value. The Matrix value is normalized intensities. The normalized intensities and pairwised comparison were performed by Rosetta Resolver^®^ System error-weighted modeling to find significant diffrential expressed probes (log2 |Fold change| ≥ 1 and P < 0.05). Data have been deposited at the NCBI gene expression omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) with GEO accession number GSE63615.

### Immunoblotting and antibodies

Briefly, samples of proteins from cytoplasm, nucleus, or whole cell were prepared as previous description^41^ and were resolved by SDS-PAGE and transferred to a PVDF membrane. The membrane was blocked for 1.5 hr in 5% non-fat milk and incubated with primary antibodies for Wnt1 (1:500; Abcam, Cambridge, UK), Wnt3a (1:1000; Abcam), β-catenin (1:200; Santa Cruz Biotechnology, CA, USA), phosphorylated β-catenin (Thr 41/Ser 45; 1:1000; Cell Signaling Technology, Beverly, MA), active β-catenin (Millipore, Temecula, CA) CD44 (1:1000; Abcam), Axin2 (1:1000; Abcam), GSK3β (1:200; Santa Cruz Biotechnology), phosphorylated GSK3β (Ser 9; 1:1000; Cell Signaling Technology), Akt (1:1000; Cell Signaling Technology), phosphorylated Akt (Ser 473; 1:2000; Cell Signaling Technology), FAK (1:500; Santa Cruz Biotechnology), phosphorylated FAK (Thr 397; 1:1000; Cell Signaling Technology), BMP2 (1:500; Abcam) or GAPDH (1:500; Santa Cruz Biotechnology). The membranes were then incubated with horseradish peroxidase-conjugated anti-mouse or anti-rabbit IgG (1:10,000; Zhongshan Golden Bridge Biotechnology Co., Beijing, China). Finally, the membranes were developed using a Kodak medical X-ray processor (Kodak, Rochester, NY, USA).

### Real-time PCR

Cells were collected and total mRNA was isolated using Trizol (Invitrogen, Carlsbad, CA, USA). Real-time PCR quantitative mRNA analyses were performed with a Mastercyler^®^ ep realplex (Eppendorf, Germany) using SYBR^®^ Green Realtime PCR Master Mix (Toyobo, Osaka, Japan). The primers are for mouse *wnt1* (sense: 5′-TCGAGAAATCGCCCAACTTC-3′; anti-sense 5′-TGCAAGCTCGTCCAGCTGT-3′), mouse GAPDH (sense: 5′-TGCACCACCAACTGCTTA- G-3′; anti-sense 5′-GGATGCAGGGATGATGTT- C-3′).

### Immunocytochemical Staining

Cells were cultured for 4 d on the stiff or soft gel-coated slides, and fixed with 4% paraformal- dehyde. After blocking in blocking buffer (containing 3% goat serum, 10% horse serum, 0.3% Triton X-100 in PBS) for 30 min at room temperature, the slides were incubated with primary antibodies against Sox9 (1:100; Abcam), Aggrecan (1:50; Abcam), ColII (1:50; Abcam), Runx2 (1:100), ColI (1;100), MAP2 (1:500; Abcam) , Nestin (1:100; Abcam) or NFL (1:500; Abcam), then with anti-mouse IgG conjugated with FITC (1:4,000; Abcam), anti-rabbit IgG conjugated with TRITC (1:4,000; Abcam) or anti-goat IgG conjugated with TRITC (1:4,000; Abcam). Finally, cell nuclei were visualized with DAPI (Sigma-Aldrich, St. Louis, Missouri, USA) and viewed under a Leica TCS SP5 confocal microscopy system (Leica, Germany).

### Chromatin immunoprecipitation

The assay was done according to instruction of Upstate ChIP assay kit (Upstate, NY, USA). Briefly, primary chondrocytes were treated for 24 hr with 20 mM LiCl or NaCl and then cross-linked with 1% formaldehyde at 37 °C for 10 min. After centrifugation at 4 °C for 4 min at 2000 rpm, the cells were suspended with lysis buffer and sonicated three times. The supernatant was collected and diluted with ChIP dilution buffer, followed by immunoclearing with salmon sperm DNA/protein A agarose at 4 °C for 1 hour. Then, anti-β-catenin antibody (Santa Cruz Biotechnology) was added to immunoprecipitate the chromatin overnight. The immunoprecipitation complex was eluted and heated at 65 °C for 4 hours. After digestion with proteinase K, DNA was obtained by phenol/chloroform/isoamyl alcohol extraction and used as PCR template.

### Plasmid constructs and transfection

Negative control pGL3-Basic was purchased from Promega (WI, USA). To construct the plasmid pWNT, a 679-bp fragment containing the putative binding site of β-catenin in WNT promoter (bp −615 to +63, numbered according to the transcription start site where bp +1 is A in ATG) was generated by PCR amplification with the primer pair: forward 5′-GCACTCGAGCAGAGGAGACGGACTTCGAG-3′, and reverse 5′-TACAAGCTTGAGCGGTCAGTGCCAGTAGC-3′, and cloned into the pGL3-Basic. The plasmid pWNTm that contains mutagenesis of the putative binding site in WNT promoter was generated by site-directed mutagenesis PCR using the plasmid pWNT as a substrate. The 6 bp of WNT promoter (bp −352 to −347) was deleted with the following mutagenic primers: 5′-G-GTTAGCCTGTCAGCTTCAGACCGGCAAGA-3′, 5′-TCTTGCCGGTCTGAAGCTGACAGG-CTAACC-3′. Transfection of the reporter constructs into MC-3T3 cells was performed with Lipofectamin 2000 (Invitrogen, CA. USA.) according to the manufacturer’s instructions.

### siRNA knockdown

At 24 hr before transfection, chondrocytes were plated onto six-well culture plates and transfected with siRNAs at 70–80% confluence. siRNAs for β-catenin was purchased from Santa Cruz Biotechnology (sc-29210). siRNAs for Intigrin β1, Intigrin α1, Intigrin α10, FAK, ILK, YAP/TAZ and control scrambled siRNA were purchased from GenePharma. Chondrocytes were washed in PBS and resuspended in resuspension buffer R included with Neon™ kit (Invitrogen). Transfections of siRNA into chondrocytes with Neon Transfection System (Invitrogen) were performed according to the manufacturer’s protocol with two pulses of 1400 V and 20 ms. Transfection efficiency was assessed using qPCR and western blot (Data not shown). Eletroporated cells were resuspended in culture medium containing serum and supplements without antibiotics and incubated for 24 hr at 37 °C in a humidified 5% CO_2_ incubator.

### Luciferase assay

MC-3T3 cells cultured in 24-well plates were transiently transfected with a mixture containing 1 μg of reporter plasmid and 5 ng of pRL-CMV. After 6 hous of transfection, the medium was changed and the cells were treated with 20 mM LiCl or NaCl for 18 hours. Firefly and Renilla luciferase activities were measured using the Dual Luciferase Kit (Promega, WI, USA). The firefly luciferase values of each sample were normalized by Renilla luciferase activity and data were reported as relative light units.

### Proteins and chemicals

Wnt1, Wnt3a and WIF were purchased from Abcam (Cambridge, UK). sFRP1 was purchased from Sino Biological Inc. BIO, Akti-1/2, Cardamonin, NaCl, LiCl and DMSO were purchased from Sigma-Aldrich (St. Louis, MO, USA). PMA was purchased from Santa Cruz Biotechnology (CA, USA). PF573228 was purchased from Tocris Bioscience (Bristol, UK). Anti-integrin β1 (clone HM β1-1) and control IgG (clone HK888) were purchased from Biolegend (San Diego, CA, USA).

### Statistical Analysis

Data are presented as mean ± SEM. Student’s *t*-test was used to compare differences between two experimental groups. ANOVA analysis was used when the comparison was made using any group more than once. When a significant difference was found by ANOVA, the Student– Neumann–Keuls method was used post hoc to determine the significance of differences between groups.

## Additional Information

**How to cite this article**: Du, J. *et al.* Extracellular matrix stiffness dictates Wnt expression through integrin pathway. *Sci. Rep.* **6**, 20395; doi: 10.1038/srep20395 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
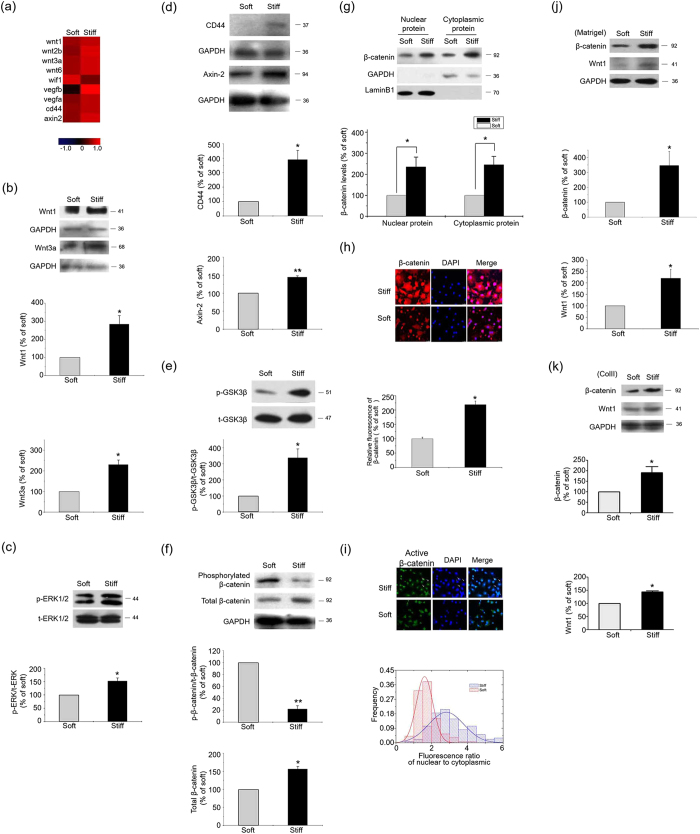
Wnt/β-catenin pathway was activated by the stiff ECM. Results from primary chondrocytes 48 hr after seeding on stiff (100 kPa) or soft (0.5–1 kPa) ECM. (**a**) Microarray profiling of Wnt/β-catenin pathway transcripts. Results are normalized by median scaling using Rosetta Resolver System software. (**b**) Wnt1 and Wnt3a levels were analyzed by western blotting. (**c**) Total and phosphorylated ERK1/2 levels were analyzed by western blotting. (**d**) Axin2, CD44, and (**e**) phosphorylated GSK3β levels were analyzed by western blotting. (**f**) Total and phosphorylated β−catenin levels were analyzed by western blotting. (**g**) β−catenin levels in nucleus and cytoplasm were analyzed by western blotting. (**h**) Total and (**i**) activated β-catenin levels and distribution in chondrocytes 2 hr after seeding on stiff or soft ECM were analyzed by *in situ* fluorescence staining. (**j**) β-catenin and wnt1 levels in chondrocytes 48 hr after seeding on the Matrigel-coated PAAM were analyzed by western blotting. (**k**) β-catenin and wnt1 levels in chondrocytes 48 hr after seeding on the ColII-coated PAAM were analyzed by western blotting. Western results were from 3 independent experiments for each individual protein, with blots exemplifying one experiment and the bar graphs showing the combined results of 3 experiments on stiff matrix expressed as percentages (mean ± SEM) of the corresponding results on the soft matrix. GAPDH was used to normalize for equal loading. *P < 0.05, **P < 0.01. n.s. stands for not statistically significant.

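Mean intensities on the soft and the stiff ECM (n = 3 each) were 304 (SD 28.4) and 372 (SD 16.0) for Wnt1, and 67.6 (SD 7.02) and 86.4 (SD 11.3) for Wnt3a. Wnt2b had 115 (SD 2.36) and 181 (SD 18.2), and Wnt6 63.3 (SD 6.87) and 82.5 (SD 5.45). Among the target genes, Vegfa had 18476 (SD 1814) and 25914 (SD 2111), Cd44 1108 (SD 72.8) and 1431 (SD 156), and Axin2 275 (SD 19.5) and 398 (SD 30.4). The antagonist gene Wif1 had 195 (SD 27.9) and 105 (SD 1.31). Vegfb, which encodes a second vascular growth factor, was measured near 0, at 1, -1.02 and 0.98 on the soft ECM and 1.9, 2.97 and 3.21 on the stiff ECM, and was not tested since 1 value on the soft ECM and 2 in the normal samples are below 0.

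**Figure D2:**
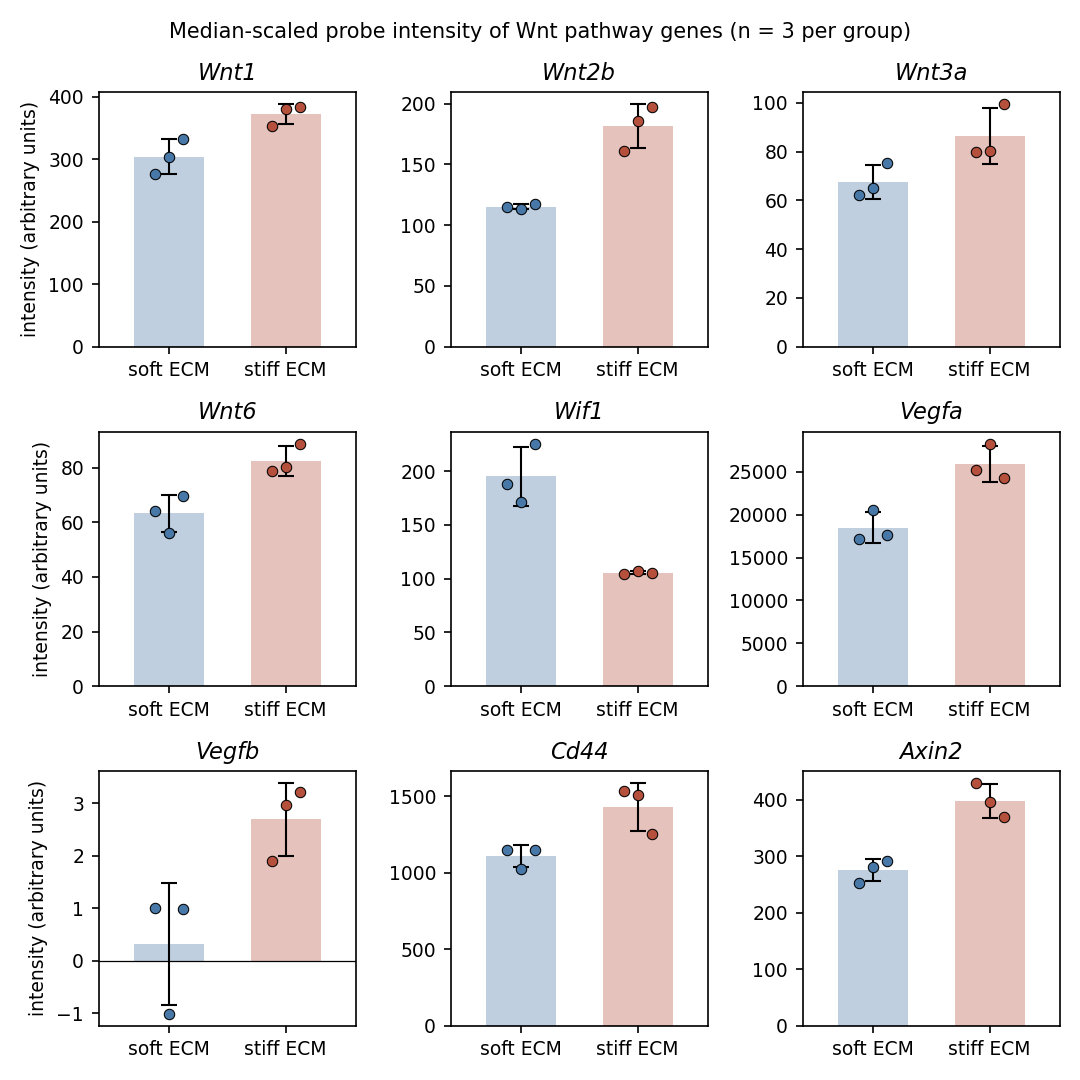
Probe intensity of the 9 Wnt pathway genes of Supplementary table 1 in chondrocytes on soft and stiff ECM. Bars show the mean of 3 samples, error bars the SD, and points the single samples; each panel has its own axis. The stiff samples lie above the soft samples in every panel except that of Wif1, where they lie below, and of these differences only those of Wif1 and Vegfa passed an adjusted p under 0.05.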

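In the deposited values, which the methods describe as median-scaled, the fold change between stiff and soft ECM depended on how bright a gene was. The sample medians of these values still differed, and the median log2 fold change of all tested probes was 0.18. The bins below therefore include a general shift as well. In 10 equal bins of probes from dim to bright, the median log2 fold change was 0.40, 0.51, 0.31, 0.28, 0.28, 0.23, 0.11, 0.05, 0.01 and -0.03. The silent olfactory receptor genes lay above 0 as well. At the threshold of the methods, a log2 fold change of at least 1 with an unadjusted p under 0.05, 697 probes were higher and 62 lower, and 662 of the 697 (95%) lay in the 5 dimmest bins. The split was 207 and 243 after quantile normalization, 350 and 173 after median centring, 247 and 211 after loess normalization, and 35 and 13 with an offset of 36.05 added to all intensities. By adjusted p in limma 93 of the higher probes lay in those bins. 

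**Figure D3:**
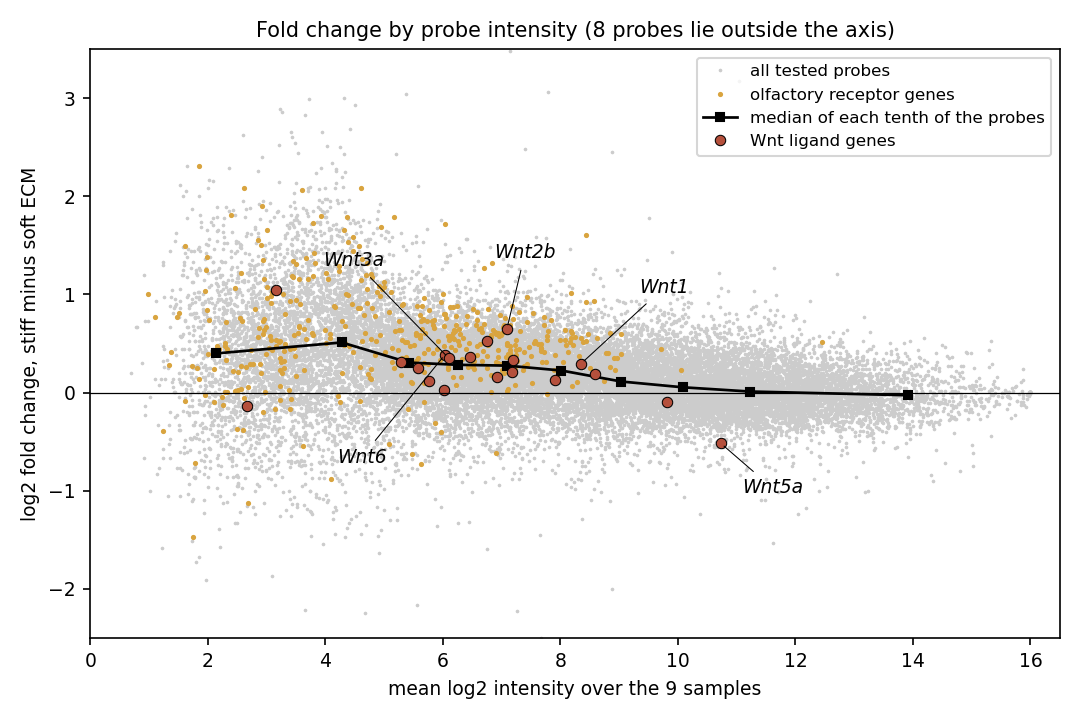
Log2 fold change between stiff and soft ECM against mean log2 intensity over the 9 samples. Grey points are all tested probes, orange points olfactory receptor genes, red points Wnt ligand genes, and black squares the median of each of 10 equal bins of probes. The black line is highest among dim probes and comes to 0 among bright ones, Wnt1, Wnt3a and Wnt6 lie near it, Wnt2b lies above it and Wnt5a below it.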

**Figure 2:**
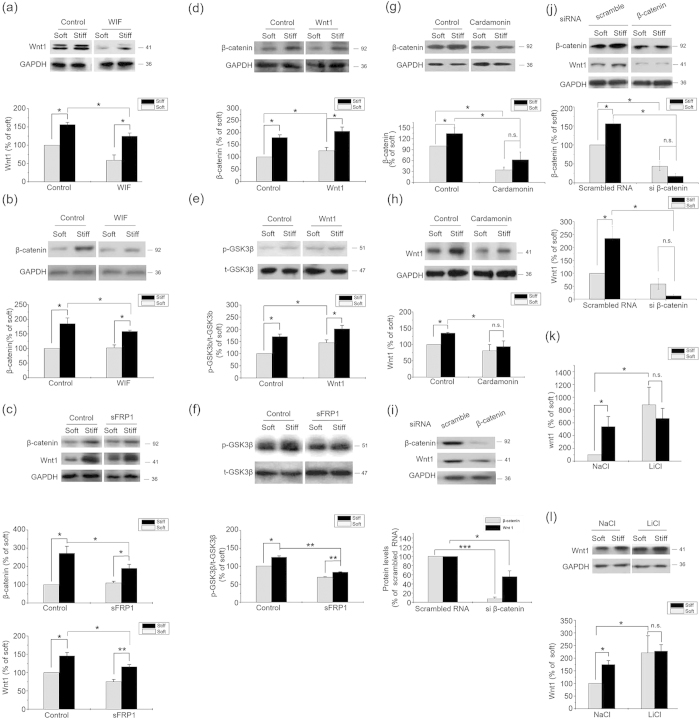
ECM stiffness regulated β-catenin accumulation independently with Wnt signals. Results from primary chondrocytes 48 hr after seeding on stiff (100 kPa) or soft (0.5–1 kPa) ECM. (**a**) Wnt1 and (**b**) β-catenin levels in the presence of WIF-1 (1 μg/ml) or solvent were analyzed by western blotting. (**c**) Total β-catenin and wnt1 levels in the presence of sFRP1 (1 μg/ml) or solvent were analyzed by western blotting. (**d**) Total β-catenin and (**e**) phosphorylated GSK3β levels in the presence of Wnt1 (100 ng/ml) or solvent were analyzed by western blotting. (**f**) Phosphorylated GSK3β levels in the presence of sFRP1 (1 μg/ml) or solvent were analyzed by western blotting. (**g**) β-catenin and (**h**) Wnt1 levels in chondrocytes treated with 10 μM Cardamonin or DMSO were analyzed by western blotting. (**i**) β-catenin and Wnt1 levels in chondrocytes transfected by β−catenin siRNA or scrambled siRNA on normal plates and (**j**) on stiff or soft ECM. (**k**) Wnt1 mRNA levels in chondrocytes treated with NaCl or LiCl (20 mmol/L) were analyzed by Real-time PCR. (**l**)Wnt1 levels in chondrocytes treated with NaCl or LiCl (20 mmol/L) were analyzed by western blotting. Western results were from 3 independent experiments (except 5 in b and i, 6 in j), with blots exemplifying one experiment and the bar graphs showing the combined results of 5 experiments as percentages (mean ± SEM) of the corresponding results on soft matrix. GAPDH was used to normalize for equal loading in western blotting. *P < 0.05, **P < 0.01, n.s. stands for not statistically significant.

**Figure 3:**
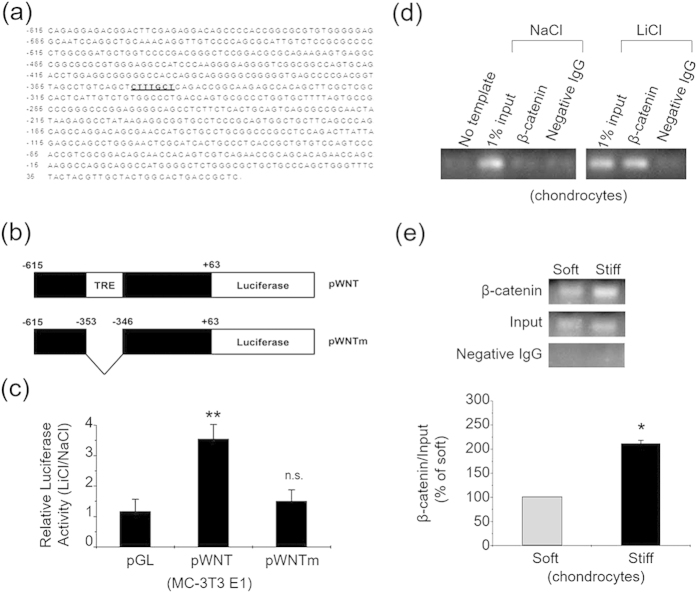
A novel feedback control mechanism of Wnt/β-catenin pathway. (**a**) Upstream sequence of mouse *wnt1* gene. Putative TRE is shaded. (**b**) Construct map of the luciferase reporter constructs used in luciferase activity assays. Constructs contain various portions of mouse *wnt1* gene upstream sequence, as indicated. The putative TRE is denoted by a shaded box. (**c**) MC-3T3 cells were transfected with the reporter constructs pWNT, pWNTm and the control construct pGL_3_-Basic (pGL). The cells were then treated with either 20 mM LiCl or NaCl. Bar graph shows the results (mean ± SEM) on luciferase activities for transfection with control plasmid (pGL), pWNT or pWNTm, with 3 experiments in each group. (**d**) Primary chondrocytes were treated with 20 mM LiCl or NaCl for 24 hr, and then ChIP assays were performed. No template: PCR amplification without **DNA** sample; 1% input: samples representing total input chromatin (1%) for each experiment; negative IgG: immunoprecipitated with negative IgG instead of β-catenin antibody. (**e**) Primary chondrocytes cultured on the stiff or soft ECM for 24 hr were subjected to quantitative ChIP assays. ChIP results were from 3 independent experiments, and the bar graphs showing the combined results of 3 experiments on the stiff matrix as percentages (mean ± SEM) of the corresponding results on the soft matrix. *P < 0.05, **P < 0.01, n.s. stands for not statistically significant.

**Figure 4:**
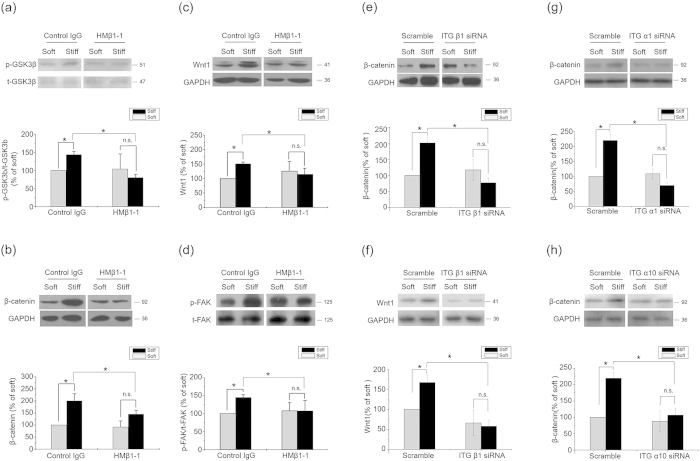
ECM regulated β-catenin pathway and Wnt expression by Integrins. Results from primary chondrocytes 48 hr after seeding on stiff (100 kPa) or soft (0.5–1 kPa) ECM. (**a**) Phosphorylated GSK3β levels, (**b**) β-catenin and (**c**) Wnt1 levels in the presence of 20 μg/ml β1 integrin blocking antibody or control antibody were analyzed by western blotting. (**d**) Phosphorylated FAK levels in the presence of 20 μg/ml β1 integrin blocking antibody or control antibody were analyzed by western blotting. (**e**) β-catenin and (**f**) Wnt1 levels in the presence of integrin β1 siRNA or scramble were analyzed by western blotting. (**g**) β-catenin in the presence of integrin α1 siRNA or scramble were analyzed by western blotting. (**h**) β-catenin levels in chondrocytes 48 hr after seeding on stiff or soft ECM in the presence of integrin α10 siRNA or scramble were analyzed by western blotting. Western results were from 3 independent experiments (except 4 in b, 6 in c), with blots exemplifying one experiment and the bar graphs showing the combined results on stiff matrix expressed as percentages (mean ± SEM) of the corresponding results on soft matrix. GAPDH was used to normalize for equal loading in western blotting. *P < 0.05, **P < 0.01, n.s. stands for not statistically significant.

**Figure 5:**
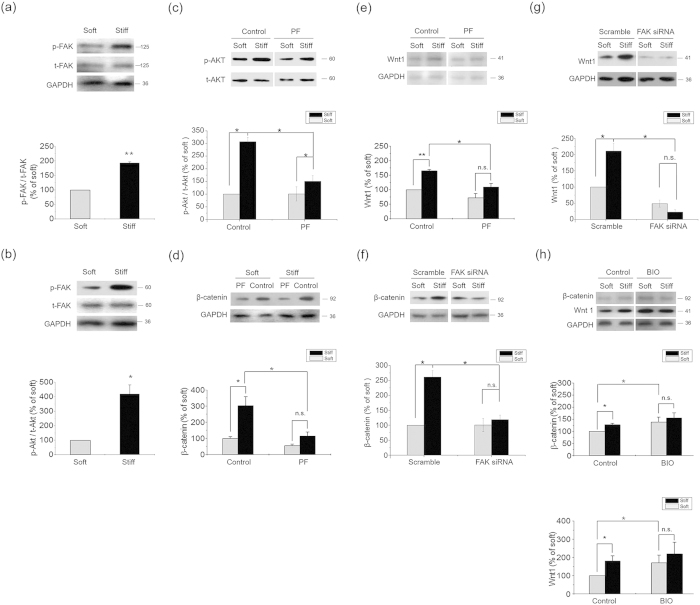
ECM stiffness regulated β-catenin accumulation via integrin/FAK/Akt pathway. Results from primary chondrocytes 48 hr after seeding on stiff (100 kPa) or soft (0.5–1 kPa) ECM. (**a**) Phosphorylated FAK and (**b**) Phosphorylated Akt levels were analyzed by western blotting. (**c**) Phosphorylated Akt levels in the presence of 1 μM PF573228 or DMSO were analyzed by western blotting. (**d**) β-catenin and (**e**) Wnt1 levels in the presence of 1 μM PF573228 or DMSO were analyzed by western blotting. (**f**) β-catenin and (**g**) Wnt1 levels in the presence of FAK siRNA or scramble were analyzed by western blotting. (**h**) Total β-catenin and Wnt1 levels in the presence of BIO (10 μM) or DMSO were analyzed by western blotting. Western results were from 3 independent experiments (except 6 in f–h), with blots exemplifying one experiment and the bar graphs showing the combined results on stiff matrix expressed as percentages (means ± SEM) of the corresponding results on soft matrix. GAPDH was used to normalize for equal loading in western blotting. *P < 0.05, **P < 0.01, n.s. stands for not statistically significant.

**Figure 6:**
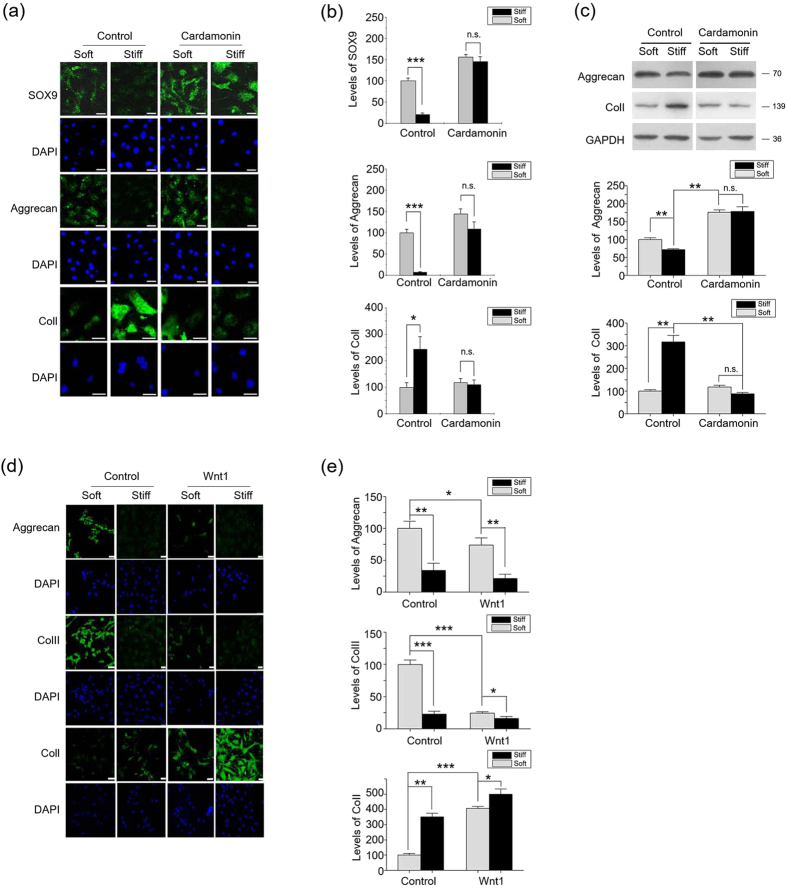
Wnt/β-catenin pathway contributes to ECM stiffness regulating chondrocytes phenotype maintenance. (**a**) Chondrocytes were cultured on stiff or soft ECM for seven days in the presence of 10 μM Cardamonin or DMSO, followed by determination of Sox9, Aggrecan and ColI expressions by immunocytochemical staining. Scale Bar: 30 μm. (**b**) represents the statistical results of (**a**). (**c**) Chondrocytes were cultured on stiff or soft ECM for seven days in the presence of 10 μM Cardamonin or DMSO, followed by determination of Aggrecan, ColII and ColI expressions by western blotting. (**d**) Chondrocytes were cultured on stiff or soft ECM for seven days in the presence of Wnt1 (100 ng/ml) or solvent, followed by determination of Aggrecan, ColII and ColI expressions by immunocytochemical staining. Scale Bar: 30 μm. (**e**) represents the statistical results of (**d**). Scale Bar: 30 μm. Results on fluorescence intensities from 6 independent experiments on stiff matrix are expressed as percentages (mean ± SEM) of the corresponding results on the soft matrix. Western results were from 3 independent experiments, with blots exemplifying one experiment and the bar graphs showing the combined results on stiff matrix expressed as percentages (means ± SEM) of the corresponding results on soft matrix. GAPDH was used to normalize for equal loading in western blotting. *P < 0.05, **P < 0.01, ***P < 0.001, n.s. stands for not statistically significant.

**Figure 7:**
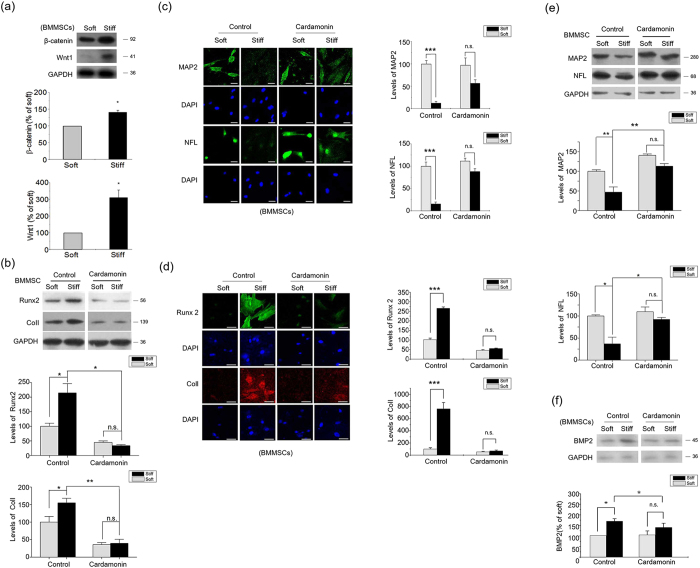
Wnt/β-catenin pathway contributes to the regulation of BMMSC Differentiation by ECM stiffness. (**a**) β-catenin and Wnt1 levels in BMMSCs 48 hr after seeding on stiff or soft ECM were analyzed by western blotting. (**b**) BMMSCs were cultured on stiff or soft ECM for seven days in the presence of 10 μM Cardamonin or DMSO, followed by determination of Runx2, ColI expressions western blotting. (**c,d**) BMMSCs were cultured on stiff or soft ECM for seven days in the presence of 10 μM Cardamonin or DMSO, followed by determination of MAP2, NFL, Runx2 and ColI expressions by immunocytochemical staining. Scale Bar: 30 μm. (**e**) BMMSCs were cultured on stiff or soft ECM for seven days in the presence of 10 μM Cardamonin or DMSO, followed by determination of MAP2 and NFL expressions western blotting. (**f**) BMP2 levels in BMMSCs treated with 10 μM Cardamonin or DMSO for 24 hr were analyzed by western blotting. Results on fluorescence intensities from 6 independent experiments on stiff matrix are expressed as percentages (mean ± SEM) of the corresponding results on the soft matrix. Western results were from 3 independent experiments with blots exemplifying one experiment and the bar graphs showing the combined results of 3 experiments on stiff matrix expressed as percentages of the corresponding results on the soft matrix. GAPDH was used to normalize for equal loading. *P < 0.05, **P < 0.01, ***P < 0.001, n.s. stands for not statistically significant.

# Supplementary material for: Extracellular matrix stiffness dictates Wnt expression through integrin pathway
**Source:** Sci Rep. 2016 Feb 8;6:20395. doi: 10.1038/srep20395
**Supplement:** Supplementary Information

**Supporting Information**

**Extracellular matrix stiffness dictates Wnt expression through integrin pathway***

**Jing Du, Yan Zu,** **Jing Li,** **Shuyuan Du,** **Yipu Xu,** **Lang Zhang,** **Li Jiang,Zhao Wang, Shu Chien and Chun Yang**

**Supplementary table 1. Oligonucleotide array profiles for genes in chondrocytes significantly regulated by ECM stiffness.**

**Supplementary figure 1.**

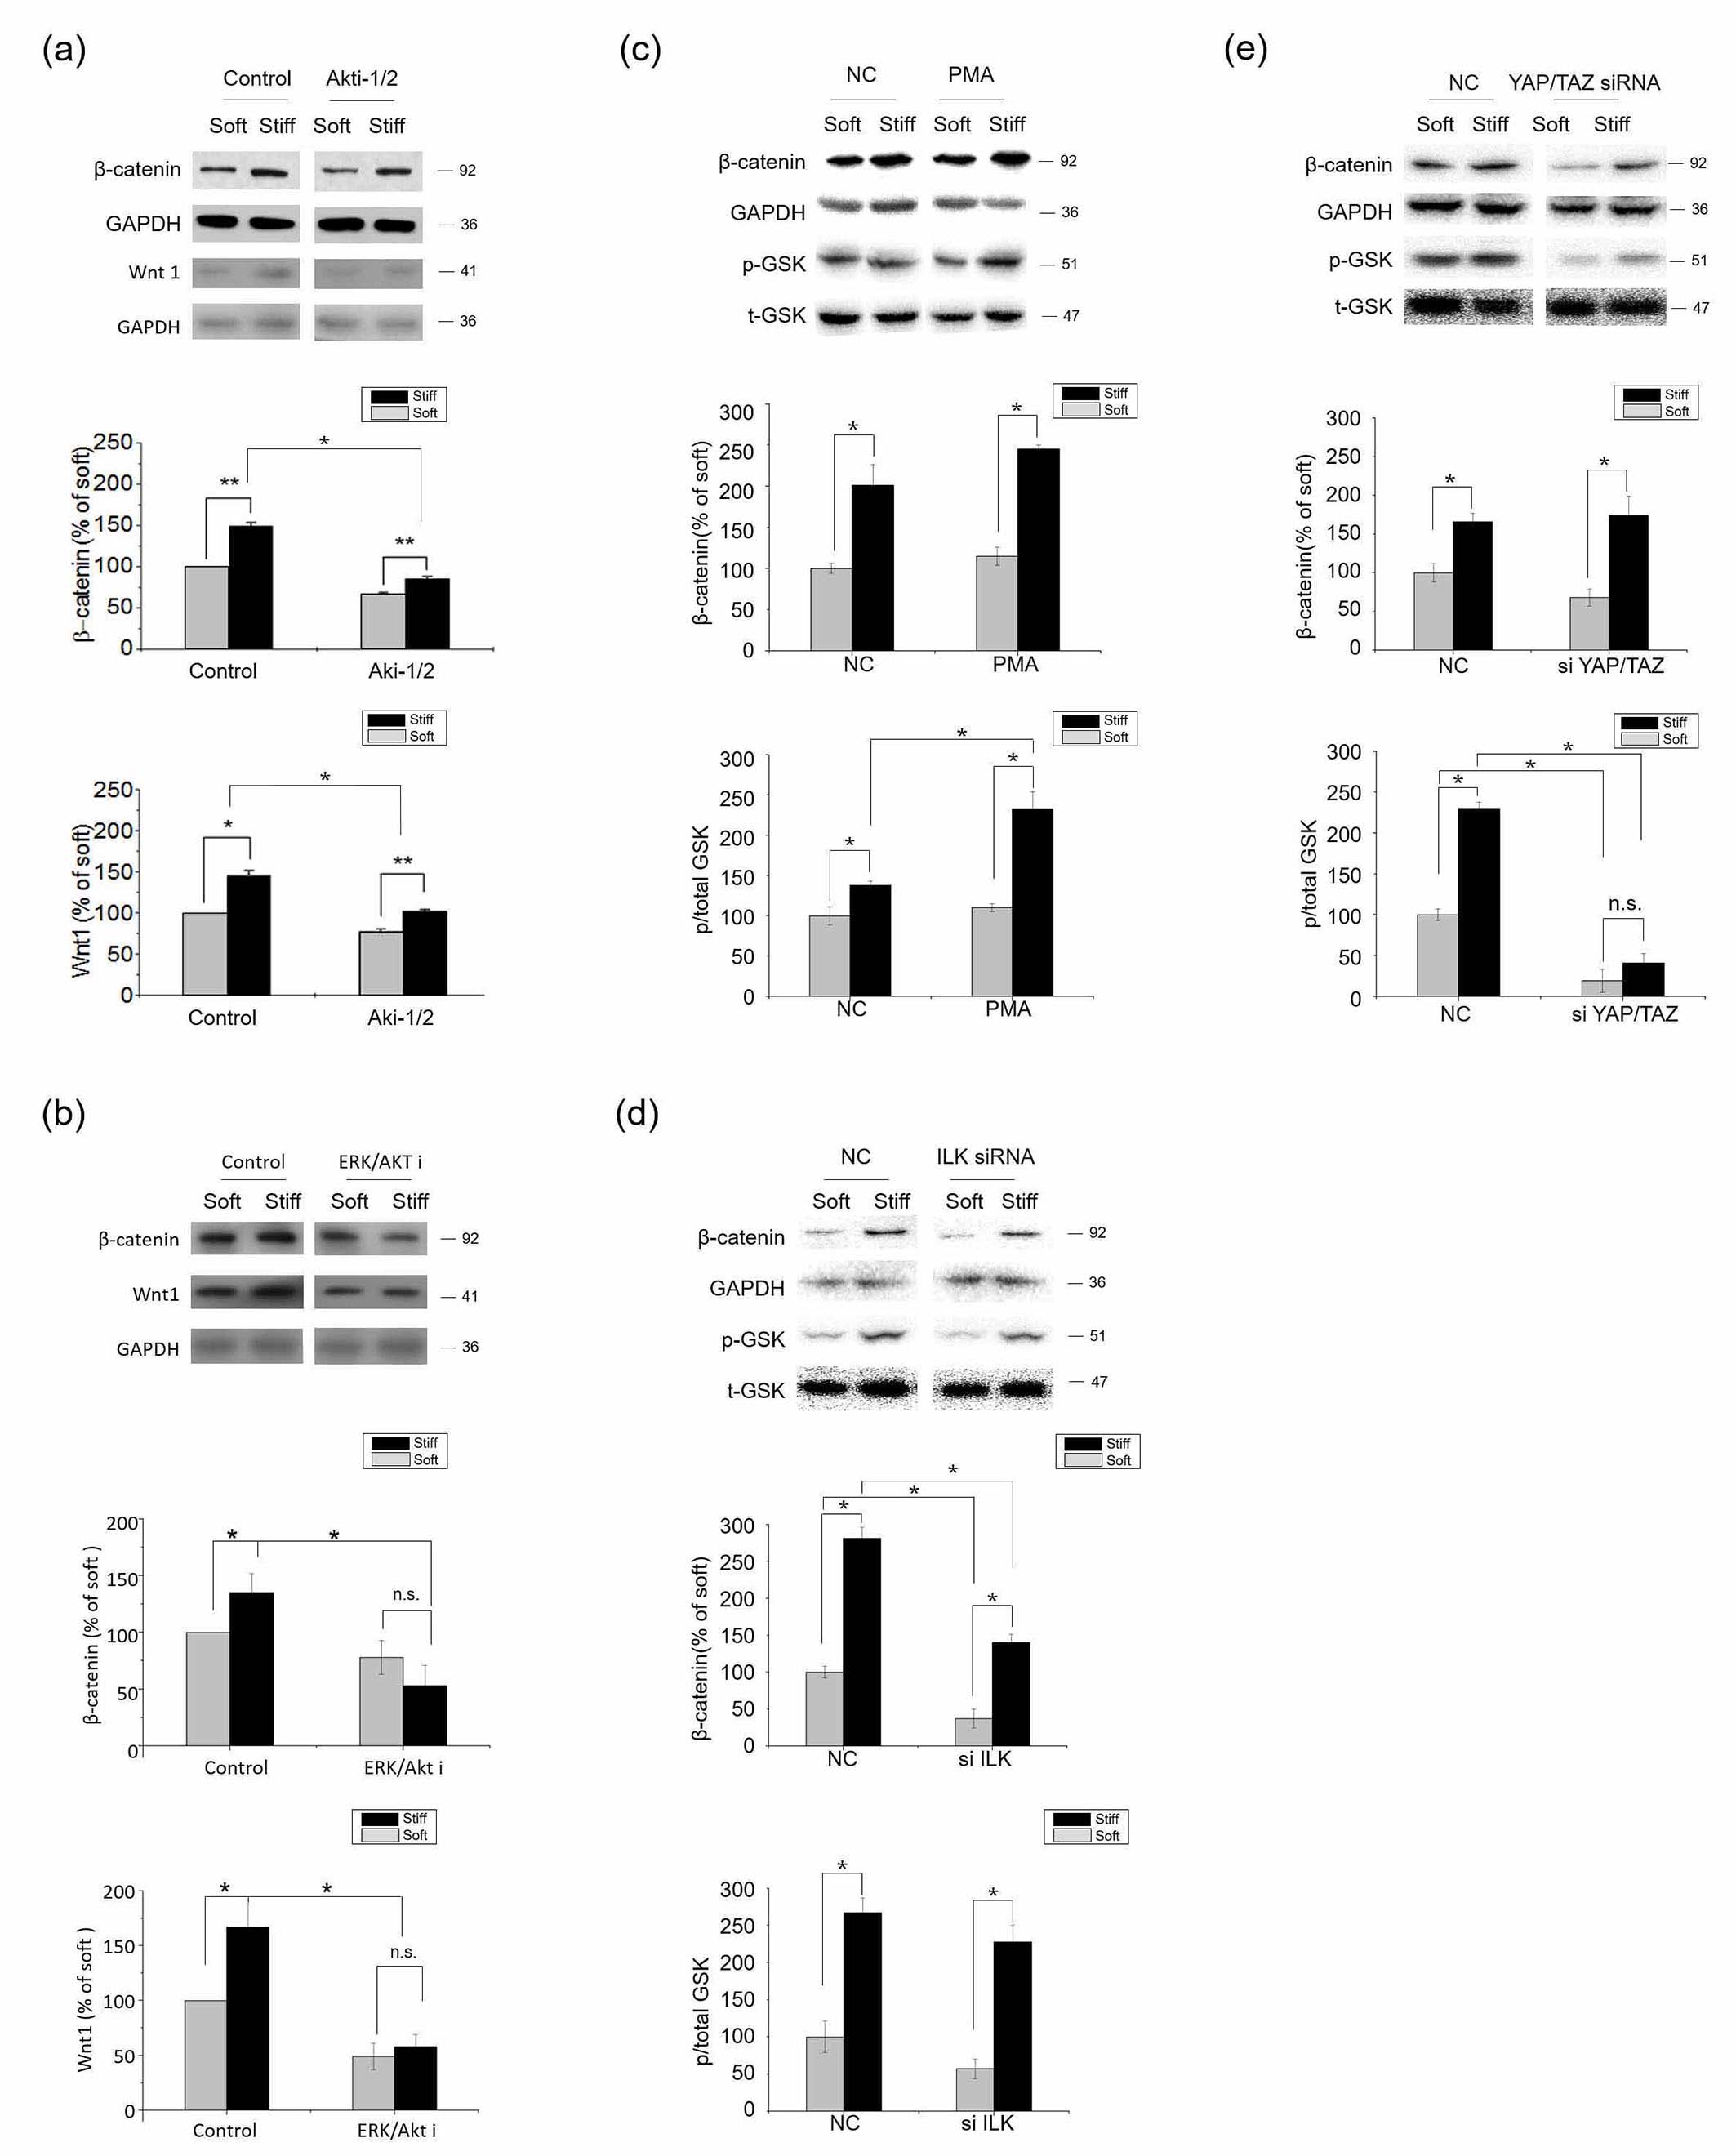

**Supplementary figure 1. The downstream regulatory pathways of integrin.** (a) Total -catenin and Wnt1 levels in the presence of Akti-1/2 (10 μM) or DMSO were analyzed by western blotting. (b) Total -catenin and Wnt1 levels in chondrocytes 48 hr after seeding on the stiff or the soft ECM in the presence of both Erk inhibitor PD98059 (50μM) and Akti-1/2 (10 μM) or DMSO were analyzed by western blotting. (c) Total -catenin and phosphorylated GSK3 levels in the presence of PMA (100 nM) or DMSO were analyzed by western blotting. (d) -catenin and phosphorylated GSK3 levels in chondrocytes48 hr after seeding on the stiff or the soft ECM in the presence of ILK siRNA or scramble were analyzed by western blotting. (e) -catenin and phosphorylated GSK3 levels in chondrocytes48 hr after seeding on the stiff or the soft ECM in the presence of YAP/TAZ siRNA or scramble were analyzed by western blotting. Western results were from 3 independent experiments, with blots exemplifying one experiment and the bar graphs showing the combined results on stiff matrix expressed as percentages (means ± SEM) of the corresponding results on soft matrix. GAPDH was used to normalize for equal loading in western blotting. * P < 0.05, ** P < 0.01, n.s. stands for not statistically significant.

**Supplementary figure 2.**

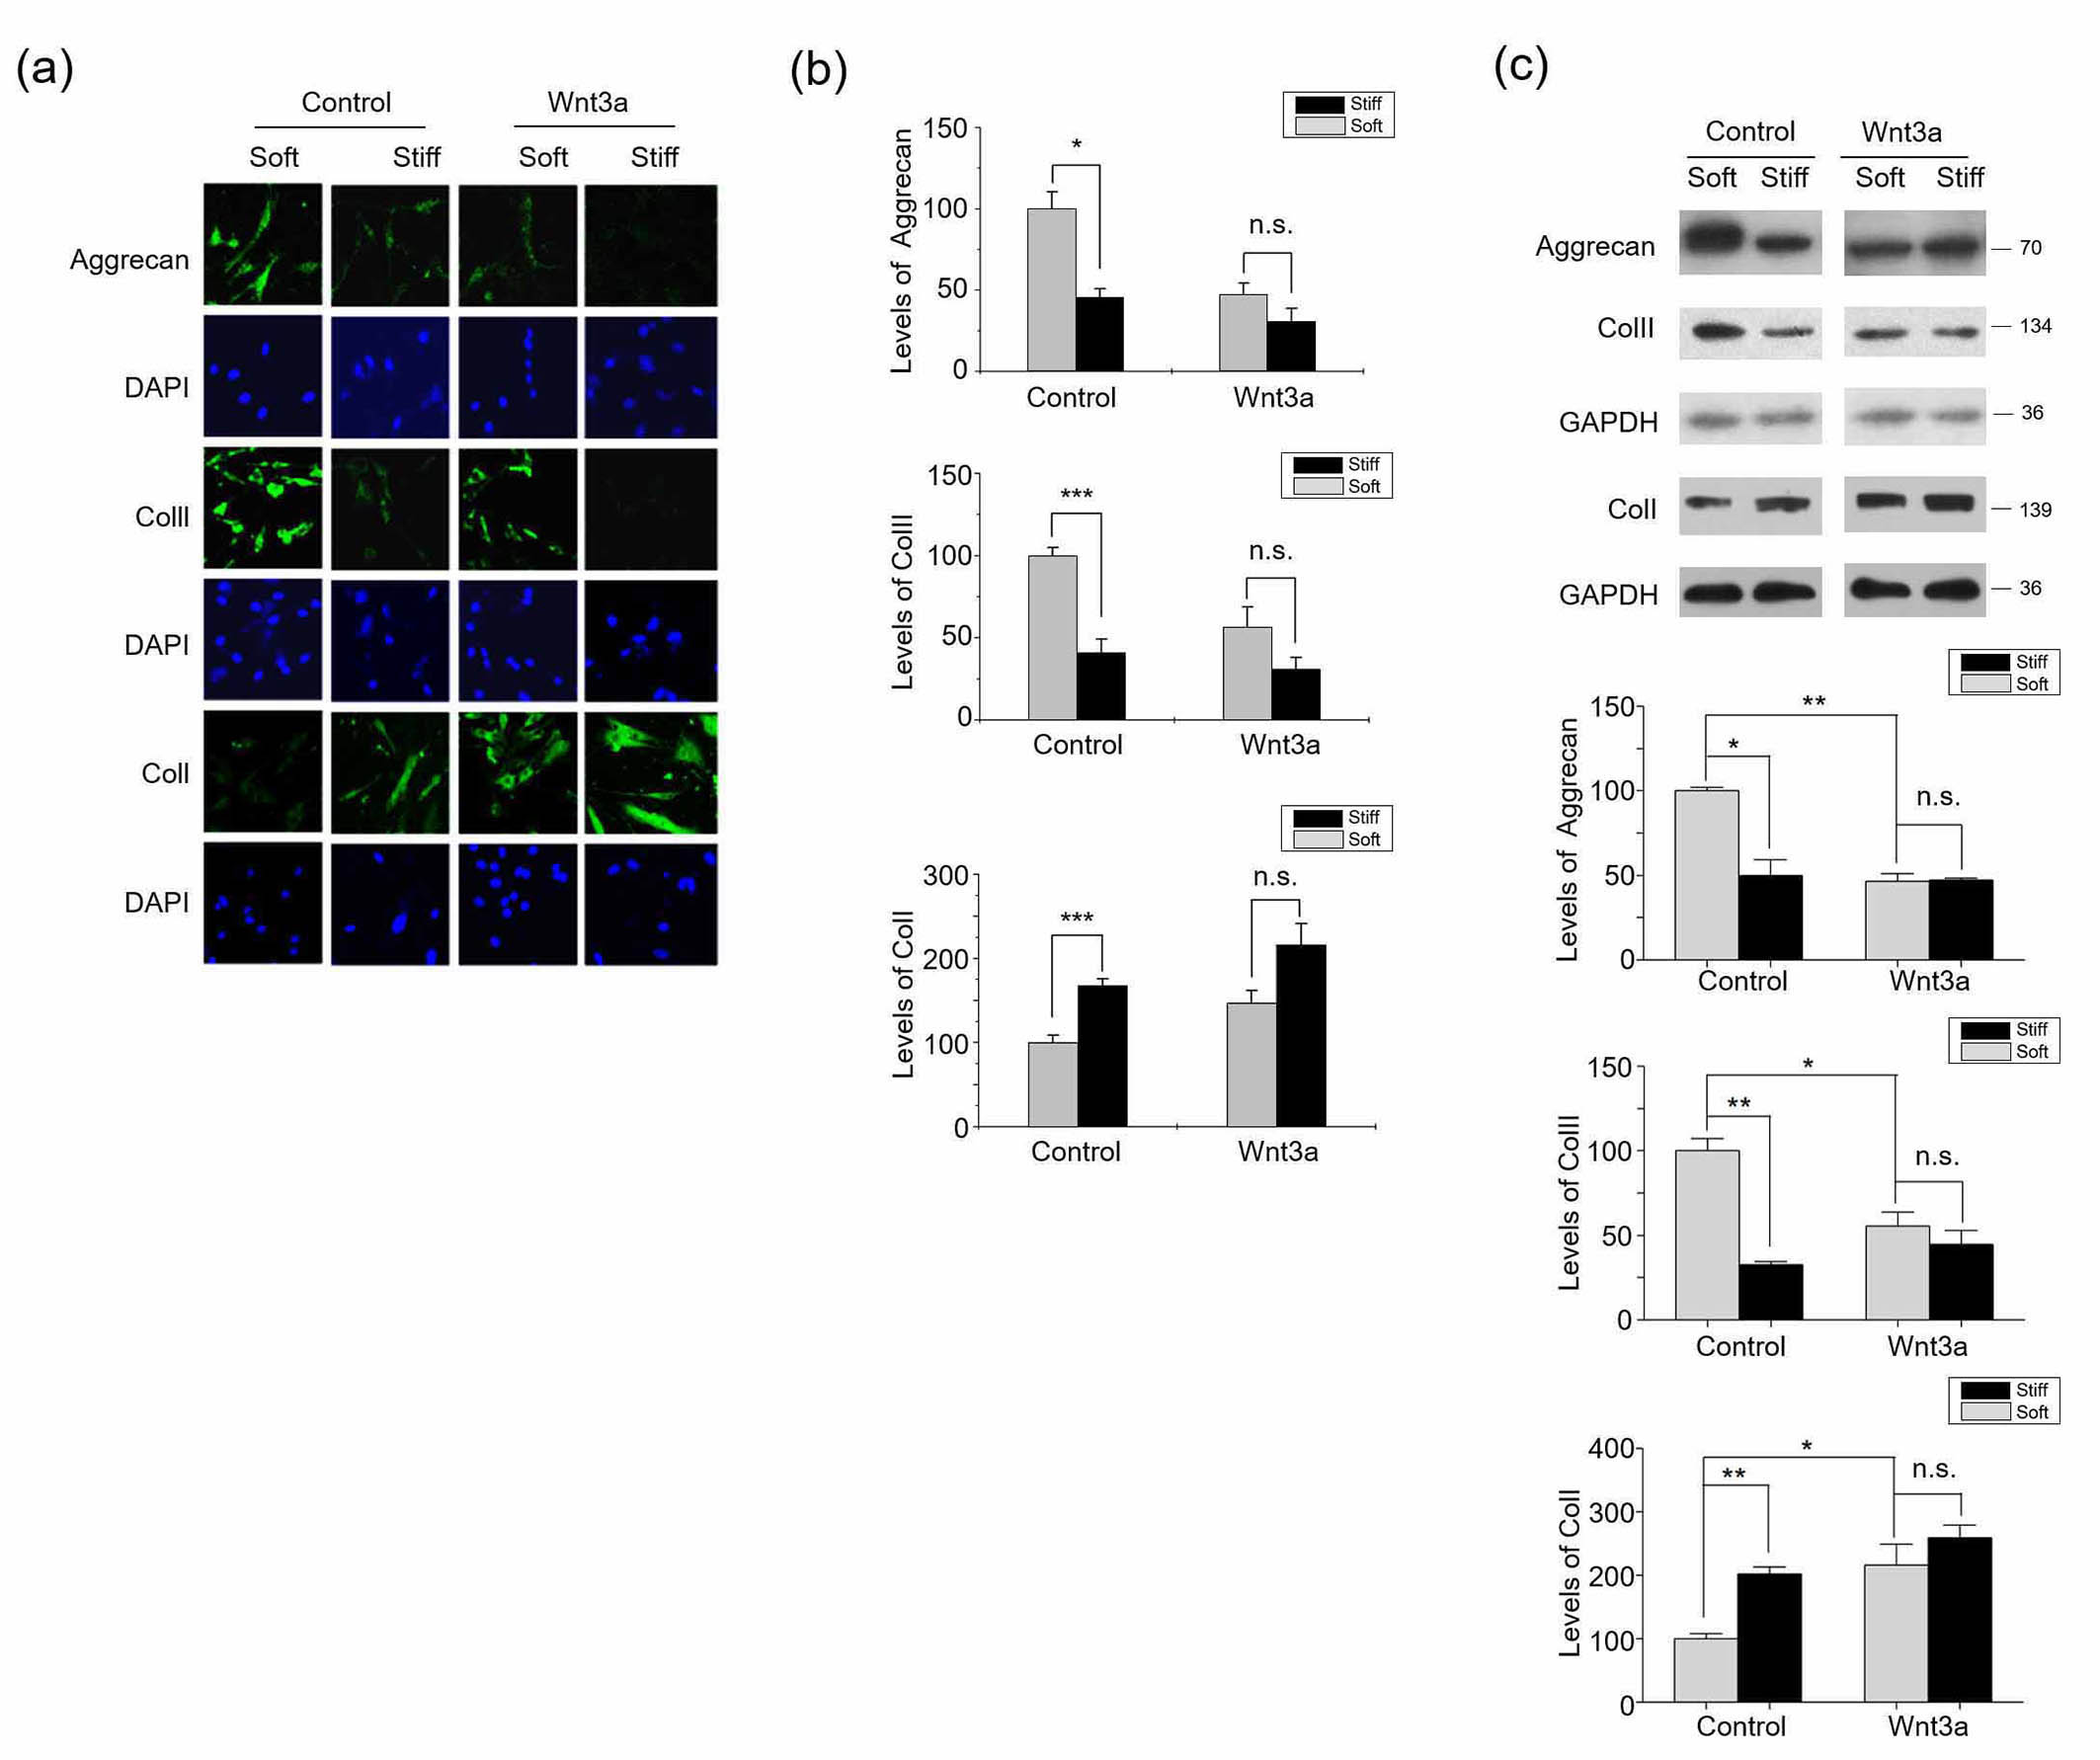

**Supplementary figure 2. Wnt3a contributes to ECM stiffness regulating chondrocytes phenotype maintenance.** (a) Chondrocytes were cultured on the stiff or the soft ECM for seven days in the presence of Wnt3a (100 ng/ml) or solvent, followed by determination of Aggrecan, ColII and ColI expressions by immunocytochemical staining. Scale Bar: 30 m. (b) is the statistic result of (a). (c) Chondrocytes were cultured on the stiff or the soft ECM for seven days in the presence of Wnt3a (100 ng/ml) or solvent, followed by determination of Aggrecan, ColII and ColI expressions by western blotting. Western results were from 3 independent experiments, with blots exemplifying one experiment and the bar graphs showing the combined results on stiff matrix expressed as percentages (means ± SEM) of the corresponding results on soft matrix. GAPDH was used to normalize for equal loading in western blotting. * P < 0.05, ** P < 0.01, n.s. stands for not statistically significant.

How the deposited data were processed for this re-analysis (not part of the article)

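RNA from mouse knee chondrocytes was measured in 9 samples in 3 groups of 3: soft ECM, stiff ECM, and a group labelled normal whose substrate is not given in the sources used here. The paper gives 0.5 to 1 kPa for the soft and 100 kPa for the stiff gel, and its methods and the labels give 500 Pa for the soft gel. Samples were mapped by their labels. The labels give 24 h and the legend of Fig. 1 gives 48 h, and the mapping keeps both.

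The values deposited by the authors are intensities of 26423 probes, on a linear scale. According to the methods, the authors hybridised Cy5-labelled RNA of each sample to 2 Phalanx Mouse OneArray v2 arrays, removed flagged spots and control probes, scaled each array by its median in Rosetta Resolver and averaged the 2 arrays. The software version is not given in the sources used here. The values run from -8.27 to 70058, so a background had been subtracted. In every sample 100% of the values were whole multiples of 1 step (0.922 to 1.07 by sample, within 0.02 steps). The whole-number signals of 1 array times 1 factor would give this, and an average of 2 arrays scaled separately would in general not, so it is open whether the values are such averages. The stiff to soft ratios and p-values of Supplementary table 1 are the authors' own, and are compared with the deposited intensities in the closing section.

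Log2 of the intensities was taken with no further normalization. Probes with a value of 0 or less in any sample were left out (1481, 5.6%), which left 24942 probes and 18295 genes. Of all probes 21876 had 1 gene symbol, 4547 had none and 0 had several, and the gene of 21825 was found in the reference table. The number of probes at or below 0 was 317 to 627 per sample. Genes with several probes are given by the brightest probe unless stated. All 9 samples were fitted together with 3 group means in limma 3.58.1 (R 4.3.3), with lmFit and eBayes with an intensity trend. The contrasts were stiff minus soft, stiff minus normal and soft minus normal, and p-values were adjusted by Benjamini-Hochberg over all tested probes in each contrast, at 0.05. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

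Gene lists, 30 in all, were fixed before the data were examined. They cover Wnt signalling (5 lists), adhesion and tension, cartilage, other cell types of the knee, cell states, and ribosomal, oxidative phosphorylation and olfactory receptor genes as technical checks. Each was tested with camera in limma at a preset correlation between genes of 0.01, with adjustment over the lists of a contrast, and again with an estimated correlation. Members were also adjusted over the list alone. The median of each list was ranked among 10000 random lists matched on intensity, and the fold change of single genes was set against the 200 probes nearest in intensity. The genes named follow a rule written at the same time. It takes the genes of the Wnt part of Supplementary table 1 and of the proteins the paper measures in chondrocytes, the 10 largest rises and 10 largest falls between stiff and soft ECM among probes that passed with groups that do not overlap, the 5 largest each way against normal, and from each list 2 to 4 members with the smallest p. The values of Supplementary table 1 had been seen when the rule and the lists were written.

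The fit was tested on simulated data made for stiff against soft on 24942 probes. At a true log2 change of 0.5 it recovered 6 of 67 changed probes (9%), at 1 it recovered 40 of 67 (59.7%) and at 2 it recovered 50 of 66 (75.8%), with 8 unchanged probes called. In this simulation, with 3 samples per group, changes near 0.5 were thus mostly missed. The share recovered depends on how many probes change and how bright they are, so it need not carry over to the real data.

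The alternatives tried were quantile normalization, median centring, the upper 50% of probes by intensity, an offset of 36.05 (the 25th percentile of all values), no intensity trend, 2 groups only, sample weights, a replicate block, each sample left out, the methods' t-test and 1 probe per gene. The methods' t-test is the Student's t-test of the paper's statistics section. It was run here on log2 intensities with equal variances, and its counts are after the same adjustment as limma unless stated. Chosen after seeing the values were loess normalization, a floor of 3.209 (the 5th percentile) in place of the filter, only the 10514 probes brighter than the 95th percentile of olfactory receptor probes (312), and leaving out the samples outside a contrast. The error-weighted model of Rosetta Resolver was not run, since it needs error estimates that were not used here. Blots, chromatin immunoprecipitation and the other experiments of the paper were not analysed here.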

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

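Of the tests in this part, the share of muscle genes, the ranking of the muscle list among random lists and the splits of the samples were planned, and the tests on the Wnt ligand list and on a whole cause were chosen after seeing the results.

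Between stiff and soft ECM, 7 skeletal muscle genes were lower, and against normal 21 of 27 were lower on the stiff ECM. Scaling of dim probes is not a likely cause, as the list's median ranked at percentile 0 among random lists matched on intensity and was -0.47 after loess normalization, though the list was written with Supplementary table 1 seen. The random lists take genes as independent, while the estimated correlation in this list was 0.433. Such ranks were not particular to muscle. Oxidative phosphorylation ranked at percentile 0, neutrophil at 0.03 and adipocyte at 0.68. SRF and MRTF actin targets ranked at 98.97, proliferation at 99.22 and YAP/TAZ targets at 99.85, and no prediction had been written for these lists. A smaller share of muscle cells in the stiff samples predicted that at least 80% of the bright muscle genes would be lower. Of 25 such genes 80% (20) were lower, exactly at the line set for this test. A fall in the transcripts within the cells would give the same share, so the test cannot tell these causes apart. Whether a smaller share of muscle cells is the whole cause was not settled. Of these genes, 3 (Myh1, Myh4 and Neb) lay more than 3 standard errors above the median fall of -0.49, exactly at the line for this test. A loss of muscle cells need not lower all muscle genes equally, so the test cannot decide. A fall in the transcripts within the cells was not tested.

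The olfactory receptor genes had a median log2 fold change of 0.525 between stiff and soft ECM, where silent genes should show none (0.235 after loess normalization). Among random lists matched on intensity this median ranked at percentile 100, against a matched median of 0.315. The random lists take genes as independent, while the estimated correlation between the olfactory receptor genes was 0.359. The rank therefore cannot show whether intensity alone accounts for that rise, and no prediction had been written for it. Scaling that depends on intensity may lie behind the higher values of the Wnt ligand genes, whose median stood at percentile 47.24 among random lists matched on intensity. This suggests that the list as a whole did not move beyond other genes as dim, and says nothing against a change in a single ligand. The paper's blots of Wnt1 and Wnt3a in Fig. 1b run towards the stiff ECM and do not depend on this scaling.

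Against normal, 2478 probes differed on the stiff ECM (1197 higher and 1281 lower) and 924 on the soft ECM (123 higher and 801 lower). The soft split was 542 and 538 after quantile normalization, 333 and 331 after median centring and 606 and 617 after loess normalization, and the stiff split was 1725 and 3836 after median centring. Without normal replicates 1, 2 and 3 the counts were 1924, 818 and 4092 on the stiff ECM and 1128, 138 and 549 on the soft ECM. Without stiff replicates 1, 2 and 3 the stiff count was 1555, 541 and 639, and without soft replicates 1, 2 and 3 the soft count was 397, 443 and 229. The stiff count was also 1625 without soft replicate 3, and the soft count 577 without stiff replicate 2. Each gel differs from normal in whatever else set the normal culture apart, which is not given in the sources used here.

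The 3 by 3 groups allow 10 splits of 6 samples. The real split gave the most calls in each contrast (1 of 10), 441 against at most 18 for stiff and soft, 2478 against at most 1 for stiff and normal, and 924 against at most 1 for soft and normal, and with 10 splits the share cannot be under 0.05.

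On the soft ECM 9 SRF and MRTF actin targets were lower than in normal, and on the stiff ECM 10 proliferation genes were higher than in normal.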

How the results depend on the processing

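Dim probes carry most of the rises at the methods' threshold: 662 of 697 lay in the 5 dimmest of 10 bins. Of the limma calls, 93 of the 337 higher and 11 of the 104 lower probes lay there. The cause was not tested where a setting moved a count. Stiff against soft (441 probes) gave 1169 with quantile normalization, 1480 with median centring, 986 with loess normalization, 732 in the upper 50% by intensity, 668 with the offset, 189 with no intensity trend, 2373 with 2 groups only, 6622 with sample weights and 223 by the methods' t-test. Leaving out 1 sample gave 0 to 2377. Stiff against normal (2478) gave 4074, 5561 and 3937 with quantile, median centring and loess, 1226 with no trend, 1112 with 2 groups only and 202 with sample weights, and leaving out 1 sample gave 541 to 4092. Soft against normal (924) gave 274 with no trend, 540 with 2 groups only and 19 with sample weights, and leaving out 1 sample gave 138 to 1128. The sample weights did not fully converge. Of the genes of Supplementary table 1, 62 of 64 kept the table's direction in the upper 50% and 55 of 57 above the olfactory receptors, against 98 of 100, by construction of those filters. The list tests gave 7 in place of 4 without stiff replicate 3 (3 to 7 leaving out 1 sample). Against normal they gave, in place of 11, for the stiff ECM 7 with quantile, 6 with loess and 7 above the olfactory receptors, and for the soft ECM 7 in the upper 50%. With an estimated correlation they gave 0 in all 3 contrasts. Of the 43 genes taken by the naming rule that passed between stiff and soft ECM none turned direction in any setting, and the calls kept were 37 with quantile, 36 with median centring, 37 with loess, 24 with no trend, 39 with the floor and 10 by the methods' t-test. The samples share only a replicate number. Pairing by number was not borne out: correlations of 9 same-number pairs were -0.22 to 0.133 and 2 of 9 samples matched best with their own number. The replicate block gave 132 probes for stiff against soft, 1558 for stiff against normal and 308 for soft against normal, and kept 17 of the 43 calls.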

Differences from the paper's values

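The floor and leaving out normal samples were chosen after seeing the values, and the other settings named in this part were fixed before the data were examined.

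Ratios of stiff to soft ECM in Supplementary table 1 were compared with those computed here for 100 genes, and 5 differed both by more than 1.5 times and by more than the SD between replicates. For Slitrk2 the paper's ratio is 1.53 and the value here 2.53. It no longer differs with quantile normalization (1.96), median centring (2.13), the offset (1.51) or without soft replicate 2 (2.22), and differs in every other planned setting that measured it. For Vps37a the paper's ratio is 1.94 and the value here 3.71, and it no longer differs in the same settings (2.65, 3.13, 1.57 and 2.92). Both probes were dimmer than the median olfactory receptor probe (mean log2 intensity 4.55 and 4.08), so the size of their ratios is not known. For Tm2d3 the paper's ratio is 0.713 and the value here 1.91, for Cox7a2 the paper's is 1.65 and the value here 0.830, and for Nrxn3 the paper's is 2.05 and the value here 1.21, and these 3 differ in every planned setting that measured them. Slitrk2, Tm2d3, Cox7a2 and Nrxn3 have 2, 2, 2 and 3 probes, and Tm2d3 and Cox7a2 run against the table's direction. The other probe of Tm2d3 (0.849) and of Cox7a2 (1.75) lies on the paper's side of 1, and another probe of Nrxn3 (1.51) lies within 1.5 times of the paper's ratio.

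The paper states that wnt1, wnt2b, wnt3a and wnt6 were significantly regulated by the stiffness, and in limma none of the 4 passed. Wnt2b passed with the offset, 2 groups only, sample weights and 1 probe per gene (adjusted p = 0.045, 0.028, 0.0028 and 0.045). It also passed with the floor and without normal replicates 1 and 3, settings chosen after seeing the values (0.044, 0.023 and 0.04), and its adjusted p ran from 0.0028 to 0.23 over all settings. Wnt1 (adjusted p from 0.074 to 0.84), Wnt3a (0.15 to 0.91) and Wnt6 (0.071 to 0.79) passed in none. The paper's p-values for the 4 are 0.0335, 0.0229, 0.0196 and 0.0208, without adjustment, and limma's unadjusted p-values are 0.12, 0.0010, 0.19 and 0.093. Limma's values rest on a spread shared with the normal samples. An equal-variance t-test of the soft and stiff intensities alone, not on the log2 scale, gives 0.022, 0.0034, 0.070 and 0.019 without adjustment.

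The paper also lists Axin2, Cd44 and Vegfb as raised. Axin2 passed with 2 groups only, sample weights and without normal replicates 1 and 3 (adjusted p = 0.033, 0.0056, 0.04 and 0.044), within a range of 0.0056 to 0.28, and Cd44 passed only with sample weights (0.0081), within 0.0081 to 0.59. Vegfb, with the paper's ratio of 8.36, was not tested, since 1 of its values on the soft ECM is below 0, and the floor gives no test of it, as none of its values on the gels lies above the floor.

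The methods state a threshold of a log2 fold change of at least 1, and 21 of the 105 genes of Supplementary table 1 meet it by the paper's ratios.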

Other observations

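The test on the ratios of Supplementary table 1 in this part was chosen after seeing the result, and the comparisons with normal and the lists were planned.

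Of the cartilage genes that the paper follows, none passed between stiff and soft ECM in RNA. The paper measured their proteins, by staining or blotting, after a longer culture on the gels than either time given for the arrays. The RNA values here thus do not test those protein results. Sox9, the cartilage transcription factor gene, had a log2 fold change of -0.01 (SE 0.13, limma adjusted p = 0.97), the aggrecan gene Acan 0.27 (SE 0.31, 0.63), the type II collagen gene Col2a1 0.11 (SE 0.12, 0.60) and the type I collagen gene Col1a1 0.50 (SE 0.26, 0.28). After median centring Col2a1 turned to -0.14. By their brightest probe, none of the tested genes of the other proteins that the paper follows passed: Gsk3b had -0.07, Itga1 -0.10 and Bmp2 -0.17. Gsk3b and Itga1 were brighter than 62.3% and 74.3% of the olfactory receptor probes, and a dimmer Itga1 probe gave 0.74 (limma adjusted p = 0.31). In the paper GSK3β, Akt and FAK change in phosphorylation and BMP2 in stem cells, which RNA of chondrocytes does not test. Genes of ERK and PKC were not taken by the naming rule. The probe of Itga10 was brighter than only 37.5% of the olfactory receptor probes, so it cannot show whether that gene changed. The β-catenin gene Ctnnb1 had 0.11 (adjusted p = 0.43), Ilk 0.03, Yap1 0.08 and Wwtr1 0.09, which turned to -0.14, -0.21, -0.17 and -0.16 after median centring, and Akt1 had -0.01, which turned to 0.02 after quantile and loess normalization. For the integrin gene Itgb1 the bright probe gave 0.14 (adjusted p = 0.59, and -0.11 after median centring) and a dim probe 0.90 (0.018). Supplementary table 1 lists Itgb1 as raised, with a stiff to soft ratio of 1.55. As ratios, the bright probe gave 1.10 and the dim probe 1.86, and which probe the paper used is not stated. Ptk2, the FAK gene, and Gapdh had no tested probe.

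Against normal, actin genes and Col2a1 were lower on both gels. The myosin light chain gene Myl9 fell by 1.27 on the soft ECM and by 1.09 on the stiff ECM (SE 0.09, adjusted p = 7.0e-04 and 9.6e-04), Tagln fell by 1.20 and 0.99 and Acta2 by 0.74 and 0.72. The list of SRF and MRTF actin targets was lower in camera on the soft ECM (1.4e-09, adjusted p = 0.207 with an estimated correlation) and on the stiff ECM (6 genes, 7.1e-08, adjusted p = 0.351 with an estimated correlation). Leaving out 1 sample, the 9 genes on the soft ECM became 5 without normal replicates 2 or 3 and soft replicates 1 or 3. Col2a1 fell by 1.42 and 1.31 (adjusted p = 0.0010 and 9.6e-04). The replication genes Mcm3 and Mcm5 rose by 1.28 and 0.87 on the stiff ECM. The proliferation list was higher there (1.3e-06, adjusted p = 0.456 with an estimated correlation), and its 10 genes became 5 without normal replicate 1, soft replicate 3 or stiff replicate 1, 4 without normal replicate 2, 3 without stiff replicate 2 and 6 without stiff replicate 3. The stress genes Trib3 and Ddit3 fell by 1.59 and 0.91 on the stiff ECM. The 21 skeletal muscle genes there (camera 1.3e-17, adjusted p = 0.351 with an estimated correlation) became 11 without normal replicate 2 and 10 and 9 without stiff replicates 2 and 3. The adipokine gene Adipoq was higher on both gels (1.67 soft, 1.39 stiff). So was the cytokine gene Csf2 (2.35 and 3.18), but its mean intensity in the normal samples (14.1) lay below the olfactory receptor medians there, so the size of its rise is not known. Both contrasts share the normal samples, so their likeness is not independent.

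No gene passed limma between stiff and soft ECM in 12 further lists of 171 genes (35 at unadjusted p under 0.05, 26 higher and 9 lower, and 4 by the methods' t-test after adjustment). Of all 24942 tested probes 5392 had an unadjusted p under 0.05 in limma, so the 35 genes do not exceed the share over all probes. They were integrins (17 genes), SRF and MRTF actin targets (14), dedifferentiation and fibroblast matrix (17), hypertrophy and mineralization (10), matrix degradation and inflammation (18), osteoclast (10), erythroid (5), endothelial (10), adipocyte (8), heat shock (8), interferon response (11) and ribosomal proteins (43). Over the list alone, matrix degradation and inflammation had 4 higher and 1 lower, heat shock 1 higher and 1 lower, and SRF and MRTF actin targets, dedifferentiation and fibroblast matrix, hypertrophy and mineralization and osteoclast 1 higher each. After loess normalization, matrix degradation and inflammation had 3 higher and 1 lower, integrins, SRF and MRTF actin targets, dedifferentiation and fibroblast matrix, hypertrophy and mineralization and ribosomal proteins 1 higher each, and adipocyte and heat shock 1 lower each. Without normal replicate 1, matrix degradation and inflammation had 2 higher and 1 lower, osteoclast and endothelial 2 higher each, and SRF and MRTF actin targets, dedifferentiation and fibroblast matrix, hypertrophy and mineralization, erythroid and ribosomal proteins 1 higher each. Without normal replicate 3 there was 1 lower in matrix degradation and inflammation and 1 higher each in SRF and MRTF actin targets, dedifferentiation and fibroblast matrix, hypertrophy and mineralization and osteoclast, and without soft replicate 2 there was 1 higher in matrix degradation and inflammation.

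The 9 ratios in the Wnt part of Supplementary table 1 equal the ratio of the deposited mean intensities within 0.01%, and 0 of 78 other genes with 1 probe do. For those 78 the table's ratio over the deposited ratio rises with intensity (Spearman rho 0.833), with a median log2 gap of -0.27 in 29 dim and -0.07 in 49 bright genes. This is consistent with a correction for intensity in the rest of the table that the Wnt part may lack, since the median absolute gap was 0.16 as deposited, 0.04 after loess and 0.03 after quantile normalization. Of the paper's p-values in the Wnt part, 6 equal an unequal-variance test of the intensities, 2 (Vegfb and Cd44) its value on 1 side and 1 (Wnt3a) a paired test.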
